# The Scavenger Receptor MARCO Modulates TLR-Induced Responses in Dendritic Cells

**DOI:** 10.1371/journal.pone.0104148

**Published:** 2014-08-04

**Authors:** Haydn T. Kissick, Laura K. Dunn, Sanjukta Ghosh, Morris Nechama, Lester Kobzik, Mohamed S. Arredouani

## Abstract

The scavenger receptor MARCO mediates macrophage recognition and clearance of pathogens and their polyanionic ligands. However, recent studies demonstrate MARCO expression and function in dendritic cells, suggesting MARCO might serve to bridge innate and adaptive immunity. To gain additional insight into the role of MARCO in dendritic cell activation and function, we profiled transcriptomes of mouse splenic dendritic cells obtained from MARCO deficient mice and their wild type counterparts under resting and activating conditions. *In silico* analysis uncovered major alterations in gene expression in MARCO deficient dendritic cells resulting in dramatic alterations in key dendritic cell-specific pathways and functions. Specifically, changes in CD209, FCGR4 and Complement factors can have major consequences on DC-mediated innate responses. Notably, these perturbations were magnified following activation with the TLR-4 agonist lipopolysaccharide. To validate our *in silico* data, we challenged DC‘s with various agonists that recognize all mouse TLRs and assessed expression of a set of immune and inflammatory marker genes. This approach identified a differential contribution of MARCO to TLR activation and validated a major role for MARCO in mounting an inflammatory response. Together, our data demonstrate that MARCO differentially affects TLR-induced DC activation and suggest targeting of MARCO could lead to different outcomes that depend on the inflammatory context encountered by DC.

## Introduction

Scavenger receptors (SR) serve as molecular sensors on numerous cell types. Despite considerable progress in characterizing their function, many questions remain about their role in inflammatory and immune responses [1], [2]. Several clues indicate that SRs may influence cellular functions beyond pattern recognition and phagocytic clearance.

One SR, Macrophage Receptor with Collagenous Structure (MARCO), seems to have a number of immuno-modulatory functions. Mice deficient in MARCO suffer from exacerbated inflammatory response upon infection with Streptococcus, exposure to unopsonized particulate matter, ozone inhalation and ovalbumin challenge following sensitization, suggesting an anti-inflammatory role of MARCO [3]–[7]. Along the same lines, MARCO deficient (MARCO^−/−^) mice exhibited an early inflammatory response to influenza, characterized by rapid neutrophil influx to the lung, which appear to be beneficial in early resolution of influenza [8]. In contrast to these immuno-suppressive effects, in certain settings, MARCO is also important for immune activation. Silica induced mast cell activation, resulting in the production of TNF-α and reactive oxygen species (ROS) required MARCO and SR-AI/II [9]. In addition, activation of macrophages with CpG oligonucleotides resulting in IL-12 and nitric oxide (NO) production was dampened in MARCO^−/−^ mice, thereby indicating a pro-inflammatory role of MARCO [10]. This pointed to possible receptor cooperativity in directing downstream cellular events, and our work has previously suggested that MARCO engagement may be crucial for TLR9-mediated IL-12 production by macrophages in response to CpG [10]. In fact, recent evidence demonstrates that TLR signaling is finely tuned by the presence of co-receptors, notably scavenger receptors [11]–[14]. However, little is known regarding the role of MARCO in dendritic cells (DC), a cell type that bridges early innate immune response to activation of T lymphocytes. Genome-wide gene expression profiling of DC pulsed with tumor cell lysate revealed MARCO as the most upregulated gene [15]. Granucci and colleagues have shown that MARCO mediates cytoskeletal rearrangements promoting dendritic lamellopodia [16], a finding that is in line with later studies showing MARCO inhibits DC migration, with pathophysiological consequences on allergic asthma and cancer immunotherapy [3], [17]. These observations provided sound rationale to explore the role MARCO in DC activation following TLR engagement. Our results suggest a major role for MARCO in regulating TLR-induced inflammatory response and provide context for several previously reported functions of MARCO. Taken together, our findings highlight TLR subclass-specific role for MARCO in modulating DC function and broadens the spectrum of MARCO contribution to the regulation of immunity and inflammation.

## Materials and Methods

### Animals

Eight- to twelve-week-old mice genetically deficient in MARCO (MARCO^−/−^) were described previously [3], [6], [7]. Age- and sex-matched C57BL/6 wild-type (WT) mice purchased from Charles River Laboratories (Wilmington, MA) were used as controls. All mice were housed in pathogen-free conditions, and all experimental procedures involving animals were approved by the Institutional Animal Care and Use Committee at Beth Israel Deaconess Medical Center.

Discomfort and injury to animals was limited to that which was unavoidable in the conduct of scientifically valuable research. All personnel performing the animal procedures/manipulations/observations described in this protocol are technically competent and have been properly trained to ensure that no unnecessary pain or distress was caused to the animals as a result of the procedures/manipulations. Mice were euthanized using CO_2_ inhalation in a CO_2_ SMART BOX.

### Cell lines

The DC2.4 cell line, derived from C57BL/6 bone marrow [18], was kindly provided by Dr. Kenneth Rock (University of Massachusetts Medical Center, Worcester, MA). Cells were grown in complete media comprised of DMEM, supplemented with 10% FBS, 10 mM HEPES, 2 mM L-glutamine and 50 µg/ml gentamicin. DC2.4 cells were maintained at 37°C in a humidified incubator with 5% CO_2_. Cells were maintained via weekly passage and utilized for experimentation at 60–80% confluency.

### Isolation of splenic dendritic cells

Spleens of untreated adult mice were digested using Spleen Dissociation Medium (Cat #07915, STEMCELL Technologies). Dendritic cells were isolated by positive selection from the using the EasySep Mouse CD11c Positive Selection Kit (Cat #18758, STEMCELL Technologies). These DC are CD11c positive and more than 90% of them express MHC-II and the costimulatory receptors CD80 and CD86.

### *In vitro* activation of DC with toll-like receptor agonists

Three DC pools were obtained from both MARCO^−/−^ and age- and gender-matching control C57BL/6 mice by purifying spleen DC from 5–6 animals per pool. DC from each pool were cultured overnight at 10^6^/ml in 24-well plates in the presence or absence of TLR agonists (Invitrogen) LPS (100 ng/mL), PAM3 (Pam3CSK4, 1 µg/mL), R848 (350 nM), POLYIC (50 µg/mL), CPG (0.5 µM) and FLAST (20 µg/mL). All ligands were culture-tested and endotoxin free. DC2.4 cells were treated similarly.

### RNA Extraction

Total RNA was isolated from treated and untreated cells using Trizol reagent. RNA was quantified by NanoDrop ND-1000 spectrophotometer, and quality was evaluated with Agilent RNA 6000 NanoChip and the 2100 Bioanalyzer, with 28S/18S ratios and RIN determined by 2100 Expert software.

### Gene Expression Profiling

Gene expression was assessed using Affymetrix (Santa Clara, CA) GeneChip *Mouse* Genome *430* 2.0 arrays. 15 µg cRNA was fragmented and hybridized to arrays’ according to the manufacturer’s protocols as described previously [19]. The quality of scanned array images were determined on the basis of background values, percent present calls, scaling factors, and 3′/5′ ratio of β-actin and GAPDH. Data were extracted from CEL files and normalized using RMAexpress (http://rmaexpress.bmbolstad.com/) and annotated using MeV software (http://www.tm4.org/mev.html). Differentially expressed genes between different conditions were determined using a fold change threshold of 2. “The data generated have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE55068 (http://www.ncbi.nlm.nih.gov/gds/?term=GSE55068)”.

Data showing MARCO expression in response to TLR ligation in bone marrow-derived DC were extracted from the gene expression dataset GSE17721 [20]. CEL files were downloaded from the NCBI Gene Expression Omnibus (GEO) and processed for normalization using the RMAexpress tool and gene annotation using the MeV software.

### Pathway and Functional Analysis

Genes that showed a fold change in expression of at least 2 were uploaded onto the Ingenuity Pathways Analysis tool (Ingenuity Systems, http://www.ingenuity.com). IPA applications were used to generate and assess statistically relevant biofunctions, canonical pathways, networks and changes in transcription factor status associated with the differentially expressed gene profiles extracted from the transcriptome data.

Pathway and Functional analyses of the differentially expressed genes were performed using the commercial systems biology oriented package Ingenuity Pathways Analysis (www.ingenuity.com). Ingenuity Pathway Analysis Tool was used to calculate the p-value with Fisher’s Exact Test for each pathway and functions. The p-value measures the likelihood of random chance for the observed association between a specific pathway/function in the dataset, by also considering the total number of Functions/Pathways/Lists of eligible genes in the dataset and the Reference Set of genes (those which potentially could be significant in the dataset). In case of interactive networks, all the identified genes were mapped to genetic networks available in the Ingenuity database and were ranked by the score. The Score (−log P value) is calculated using Fisher’s Exact Test and indicates the likelihood a gene will be found in a network due to random chance. For example, if a network achieves a score of 2, it has at least 99% confidence of not being generated by chance alone.

### Transcription Factor and miRNA Profiling

Ingenuity’s Upstream Regulator Analysis is a tool that allows prediction of the activation status of various regulators, including transcription factor and micro-RNAs, based on genome-wide differentially expressed gene signature. This tool predicts which transcriptional regulators and micro-RNAs are involved and whether they are likely to be *activated* or *inhibited*. The activation status of a given regulator is predicted through a calculated activation z-score where z>2 predicts activation and z<−2 predicts inhibition.

### Quantitative Real-Time PCR (qRT-PCR)

Validation of differentially expressed genes and genes belonging to specific pathways and functions was performed by RT-PCR. 200 ng of high quality RNA samples were reverse transcribed to first strand cDNA and 1 µl cDNA was used for each RT-PCR reaction. Samples were performed in triplicates. SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA) was used for two-step real-time RT-PCR analysis on an Applied Biosystems StepOnePlus Real Time PCR instrument. Primers’ sequences were designed using the rpimer3 tool (http://bioinfo.ut.ee/primer3-0.4.0/primer3/). Expression value of the targeted gene in a given sample was normalized to the corresponding expression of GAPDH. The 2^–ΔΔCt^ method was used to calculate relative expression of the targeted genes.

### Statistical analysis

Student’s *t* test (unpaired, two-tailed) was calculated using GraphPad Prism to determine significance levels between groups and treatments for all RT-PCR measurements. Data are presented as mean ± SEM or SD. Differences were considered significant when *p*<.05.

### Ethics Statement

All experimental procedures involving animals were approved by the Institutional Animal Care and Use Committee at Beth Israel Deaconess Medical Center. We assure that discomfort and injury to animals was limited to that which was unavoidable in the conduct of scientifically valuable research and that analgesic, anesthetic, and/or tranquilizing drugs were used where indicated and appropriate to minimize pain and/or distress to animals. All personnel performing the animal procedures/manipulations/observations described in this protocol are technically competent and have been properly trained to ensure that no unnecessary pain or distress was caused to the animals as a result of the procedures/manipulations.

## Results

### Basal and induced MARCO expression in bone marrow-derived and mature splenic dendritic cells

To gain insight into the regulation of MARCO expression in response to DC activation, we analyzed publicly available gene expression profiling data [20]. I*n silico* analysis revealed similar expression kinetics in mouse bone marrow-derived dendritic cells (BMDC) in response to all TLR agonists investigated. In this data set, MARCO mRNA was detectable starting at 4 h and peaked at 16 hours following exposure to agonists of TLR1/2, TLR4, TLR7/8 and TLR9, but not TLR3 (Figure 1A). We extended these findings experimentally, and found that the DC2.4, a mouse BMDC cell line, did not increase expression of MARCO in response to the TLR-3 agonist PolyIC, but expression of MARCO was increased by the other TLR agonists (Figure 1B, Left Panel). Mature splenic DC from adult C57BL/6 mice, purified using positive selection and confirmed by flow cytometry to express the CD11c, MHC-II and CD80 markers, express low, yet detectable levels of MARCO in the absence of stimulation as detected by RT-PCR, while MARCO^−/−^ mice show no expression (Figure 1B, Middle Panel). Following *in vitro* challenge with TLR agonists, PolyIC and Flagellin, these cells failed to induce MARCO expression, while LPS, CpG, Pam3 and R848 induced significant levels of expression, compared to the PBS-treated cells (Figure 1B, Right Panel). Together these results indicate that expression of MARCO is induced in numerous DC models by certain TLR agonists.

**Figure 1:**
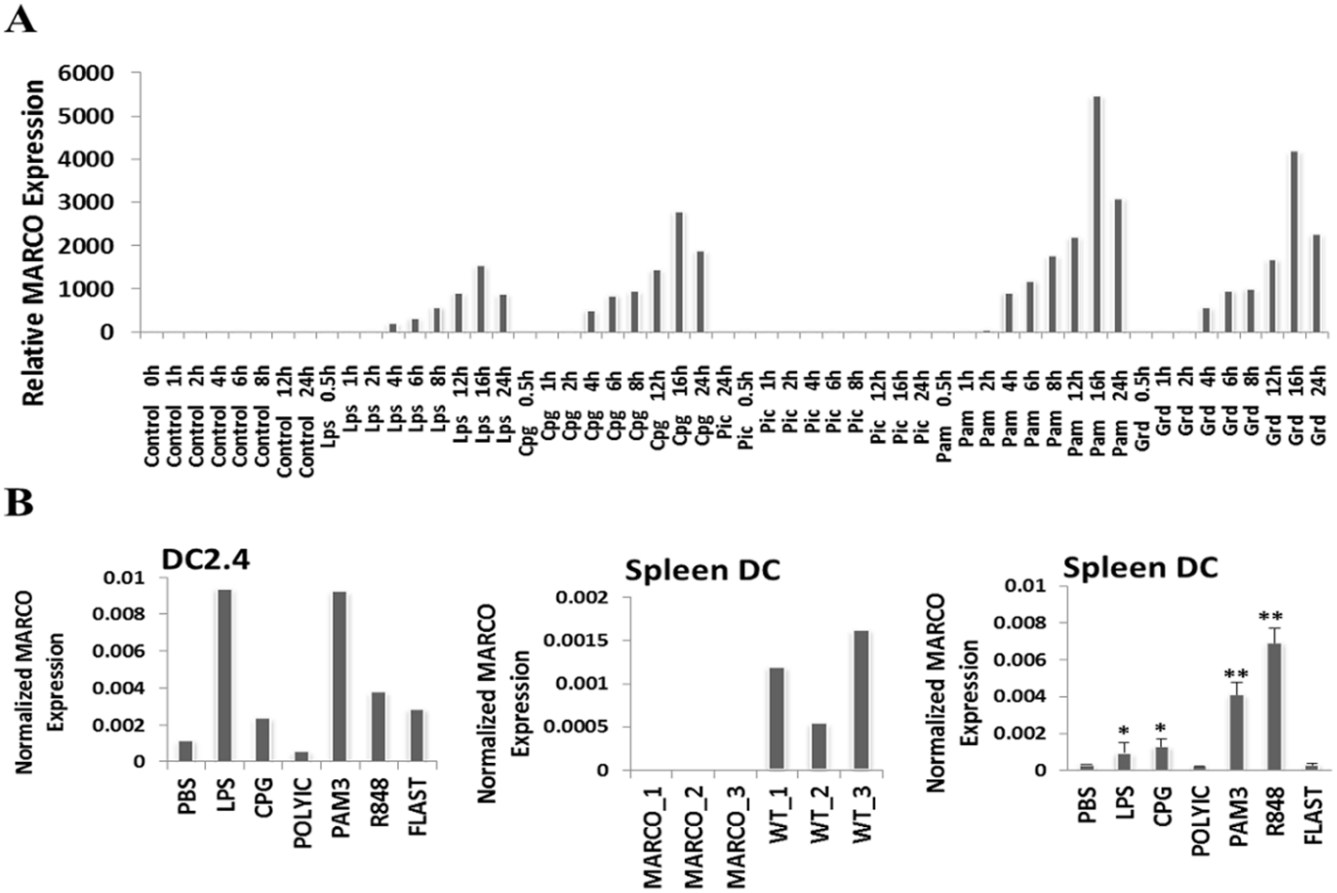
Expression of MARCO receptor in splenic and bone marrow-derived DC. (**A**) MARCO gene expression was determined in BMDC at various time points following treatment with various TLR agonists. Raw data from gene expression dataset GSE17721 [20] were analyzed to extract MARCO expression values. Data were processed for normalization using the RMAexpress tool and gene annotation using the MeV software. (**B**) MARCO expression as determined by RT-PCR is shown in TLR agonist-activated DC2.4 cell line (left panel), splenic DC from WT and MARCO^−/−^ DC from 3 individual mice (middle panel), and TLR agonist-activated splenic DC (right panel). GAPDH expression was used for normalization. Data shown as Mean ± SD from triplicates. *P<.05; **P<.01.

### Differential gene expression in WT and MARCO^−/−^ DC indicate altered phenotype and response characteristics

To investigate the effect of basal MARCO expression in splenic DC, we first profiled genome-wide gene expression of resting DC to identify inherent differences between WT and MARCO-deficient cells. 

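RNA of CD11c-positive splenic DC was hybridized to 4 arrays, with 1 array each for WT PBS, WT LPS, MARCO-/- PBS and MARCO-/- LPS. The DC came from pools of 5 to 6 mice and were cultured overnight with PBS or with 100 ng/ml LPS, a bacterial ligand of TLR4. H2-Aa, which encodes a chain of MHC class II, had an intensity of 4999.8 in WT and 5231 in MARCO-/- with PBS. Itgax, which encodes CD11c, had 548 and 621 with PBS, and 12.9 and 16.4 with LPS. Transcripts of other splenic cells were present as well: Hba-a1, an alpha globin of erythroid cells, had 4372 in WT and 6275 in MARCO-/- with PBS, and Ms4a1, which encodes CD20 of B cells, had 787 and 647. Marco itself had 8.05 in WT and 3.95 in MARCO-/- with PBS, and 3.15 and 4.25 with LPS. The difference with PBS was 2.04-fold, and 1.97-fold after quantile normalization. The median of all intensities was 4.87, so the Marco values lie close to the background, and where its probe set lies relative to the deleted part of the gene is not given in the sources used here. The values are intensities normalized by the authors with RMA, and log2 ratios between arrays were taken with no offset. Of 45141 probe sets, 104 Affymetrix controls were left out, and a gene was represented by the brightest of the probe sets annotated with its symbol alone. The signal near the 3′ end over that near the 5′ end was between 1.45 and 1.86 for β-actin and between 1.77 and 2.20 for Gapdh. With 1 array per condition there are no replicates and no test, so genes are called by the 2-fold threshold of the methods. A fold against an intensity near the background is set by that floor.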

A total of 219 genes showed differential expression by at least 2-fold between WT and MARCO^−/−^ DC (Figure 2A). 

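With PBS, 231 of 45037 probe sets were at least 2-fold higher and 199 at least 2-fold lower in MARCO-/- than in WT DC, which is 430 in all. They stood for 232 distinct gene symbols, with 147 higher and 85 lower. Ctse, which encodes the endosomal protease cathepsin E, had an intensity of 33.6 in WT and 476 in MARCO-/- (14.2-fold higher). The pseudogene Pisd-ps3 was 10.0-fold higher, and its other probe sets passed 2-fold too. Among the lower genes, Scgb1a1, a secreted protein of airway epithelium, was 6.62-fold lower and Lad1, a component of anchoring filaments, 3.54-fold lower. Slc1a5, a glutamine transporter, was 5.12-fold lower and Lifr, the receptor of leukemia inhibitory factor, 4.38-fold lower, although 1 other probe set of each missed 2-fold. Of the higher probe sets 57, and of the lower ones 102, were not annotated with exactly 1 gene symbol. With 1 probe set per gene, 130 genes were higher and 49 lower. Among probe sets whose highest log2 intensity was at least 8, 28 were higher and 12 lower.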

Within these data, we found changes in genes related to the extracellular matrix and plasma membrane components. Highly significant upregulation of multiple collagen transcripts type I, II, IV, V and VII were noted in MARCO^−/−^ cells. 

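Of 23 collagen genes, 9 were at least 2-fold higher in MARCO-/- than in WT with PBS and none was lower. Their median log2 ratio was 0.63, at the 100th percentile of 10000 random gene lists of matched intensity, and the paper names 7 of them. Col3a1, a fibrillar collagen of connective tissue, had an intensity of 4.57 in WT and 315 in MARCO-/- (69.0-fold higher). Col4a1 of basement membranes was 5.88-fold higher and Col6a3 of microfibrils 5.78-fold higher. The probe sets named Col1a1 (4.15 and 7.01), Col2a1 (2.56 and 2.59) and Col7a1 (5.06 and 5.85) missed 2-fold, with intensities near the background. Of 23 skeletal muscle genes, 10 were at least 2-fold higher and none was lower: Acta1, the actin of skeletal muscle, was 13.5-fold higher. Car3, a carbonic anhydrase of muscle and fat, was 30.0-fold higher, although 2 of its other 3 probe sets missed 2-fold. Of 15 erythroid genes, 6 were higher and none was lower. Xist, which is transcribed from the inactive X chromosome of females, was 2.72-fold higher, but its other probe sets missed 2-fold. The WT intensity of Col3a1 lies at the background, which sets its fold. The random lists take no account of genes that are expressed together, so a percentile describes these arrays and is not a test.

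**Figure D1:**
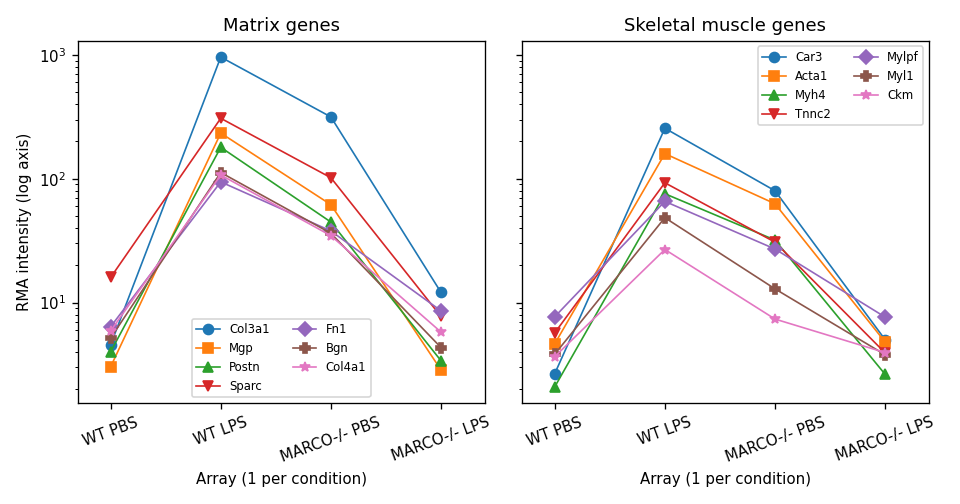
RMA intensity (log axis) of 7 matrix genes, left, and 7 skeletal muscle genes, right, on the 4 arrays; each point is 1 array and the lines join the points of a gene. Col3a1 had 959 on the WT LPS array and 12.1 on the MARCO-/- LPS array, and Acta1 had 159 on the WT LPS array.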

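Of 30 matrix protein genes other than collagens, 10 were at least 2-fold higher in MARCO-/- than in WT with PBS and none was lower (median log2 ratio 0.59). Of these 30 genes, 8 are named by the paper from these arrays, so that part of the list is not independent evidence of its direction. Mgp, an inhibitor of tissue calcification, had an intensity of 3.03 in WT and 61.7 in MARCO-/- (20.4-fold higher). Postn, which encodes the adhesion protein periostin, was 11.1-fold higher, Sparc, a collagen-binding protein, 6.39-fold and Fn1, which encodes fibronectin, 5.93-fold. Bgn, a small proteoglycan that binds collagen, was 7.01-fold higher, and both of its probe sets passed 2-fold. The gelatinase gene Mmp2 was 3.04-fold higher, the inhibitor gene Timp1 2.63-fold, and Bmp2, a ligand of the TGF-β family, 3.26-fold. Of 24 fibroblast markers that are not matrix proteins, 4 were higher (Pdpn, Dpt, Cxcl12 and Mfap5) and none was lower, with a median log2 ratio of 0.07 at the 76.7 percentile, and the other probe sets of Cxcl12 and Mfap5 missed 2-fold. Markers of smooth muscle and pericytes included 2 higher genes of 14, Rgs5 and Acta2, each with other probe sets that missed 2-fold. Endothelial markers included 3 higher genes of 20 (Esam, Cldn5 and Cav1), and adipocyte markers 1 of 6 (Fabp4, with 1 other probe set under 2-fold). The median log2 ratio was 0.31 for smooth muscle and pericyte markers, at the 99.97th percentile. It was 0.36 for endothelial markers, at the 100th, and 0.15 for adipocyte markers, at the 91.6 percentile.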

Upregulation of matrix Gla protein (20.3-fold), osteoblast specific periostin (11-fold), osteonectin Sparc (6-fold), BMP2, fibronectin 1 (5.9-fold), and fibrillin (2.6-fold), lectin (3.4-fold), tissue inihibitor of matrix metalloproteinase inhibitor 1 (2.6-fold) and MMP2 (2.1-fold) were observed in MARCO^−/−^ over WT cells. Likewise, an interesting repertoire of transcripts of plasma membrane proteins was upregulated in MARCO^−/−^ at steady state, namely CD16a (IgG FcIIIa, 8-fold), CD160 (2.5-fold), integrin beta 5 (2.5-fold), endothelial cell adhesion molecule (2.1-fold), and caveolin 1 (2.3-fold). 

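Fcgr4, which encodes an activating receptor for IgG, had an intensity of 44.7 in WT and 359 in MARCO-/- with PBS (8.03-fold higher). CD16a was read as Fcgr4, by its fold. The related Fcgr3 had 50.0 and 71.3, under 2-fold. Of 13 Fc receptor genes, Fcgr4 was higher and Fcer2a, which encodes the IgE receptor CD23 of B cells, was 3.17-fold lower. Esam, an adhesion molecule of endothelial cells and of a splenic DC subset, was 2.10-fold higher and Cav1, the coat protein of caveolae, 2.34-fold higher. Cd160, a receptor of NK cells, was 2.55-fold higher and Itgb5, an integrin chain, 2.54-fold higher, and each had another probe set that missed 2-fold. Of 11 NK cell genes, Ncr1 (from 33.5 in WT to 96.0 in MARCO-/-) and Cd160 were higher, while the granzyme genes Gzma (from 597 to 277) and Gzmb were lower. Of 16 monocyte and neutrophil genes, Fcgr4 alone passed 2-fold.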

There was decreased expression of CD209 (DC-SIGN) in MARCO^−/−^ cells by nearly 4.5 folds, and reduced CD55 (complement regulated gene) by nearly 3-fold (Figure 2B).

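In the family of CD209 genes, Cd209d had an intensity of 85.1 in WT and 18.6 in MARCO-/- with PBS (4.58-fold lower), and Cd209e had 60.4 and 2.91 (20.8-fold lower). CD209 was read as Cd209d, by its fold, and Cd209a, the brightest member here, had 219 and 189. The intensities of Cd209b (5.33 and 4.95) and Cd209c (8.51 and 6.73) lay near the background. Of 18 C-type lectin genes, 4 were lower and none was higher: Cd209d, Cd209e, Fcer2a and the galactose-binding lectin Mgl2 (3.29-fold). Cd55, which shields cells from complement, had 126 and 40.9 (3.09-fold lower), and its other probe sets passed 2-fold too. Of 13 genes of conventional DC 2, which present antigen mainly to CD4 T cells, 3 were lower (Cd209d, Cd209e and Mgl2) and Esam was higher. None of 14 genes of the cross-presenting conventional DC 1 or of 11 genes of plasmacytoid DC passed 2-fold. Of 22 DC maturation genes, the chemokine gene Ccl22 alone was lower (2.36-fold), and of 17 genes of MHC class II presentation, Ctse alone was higher.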

**Figure 2:**
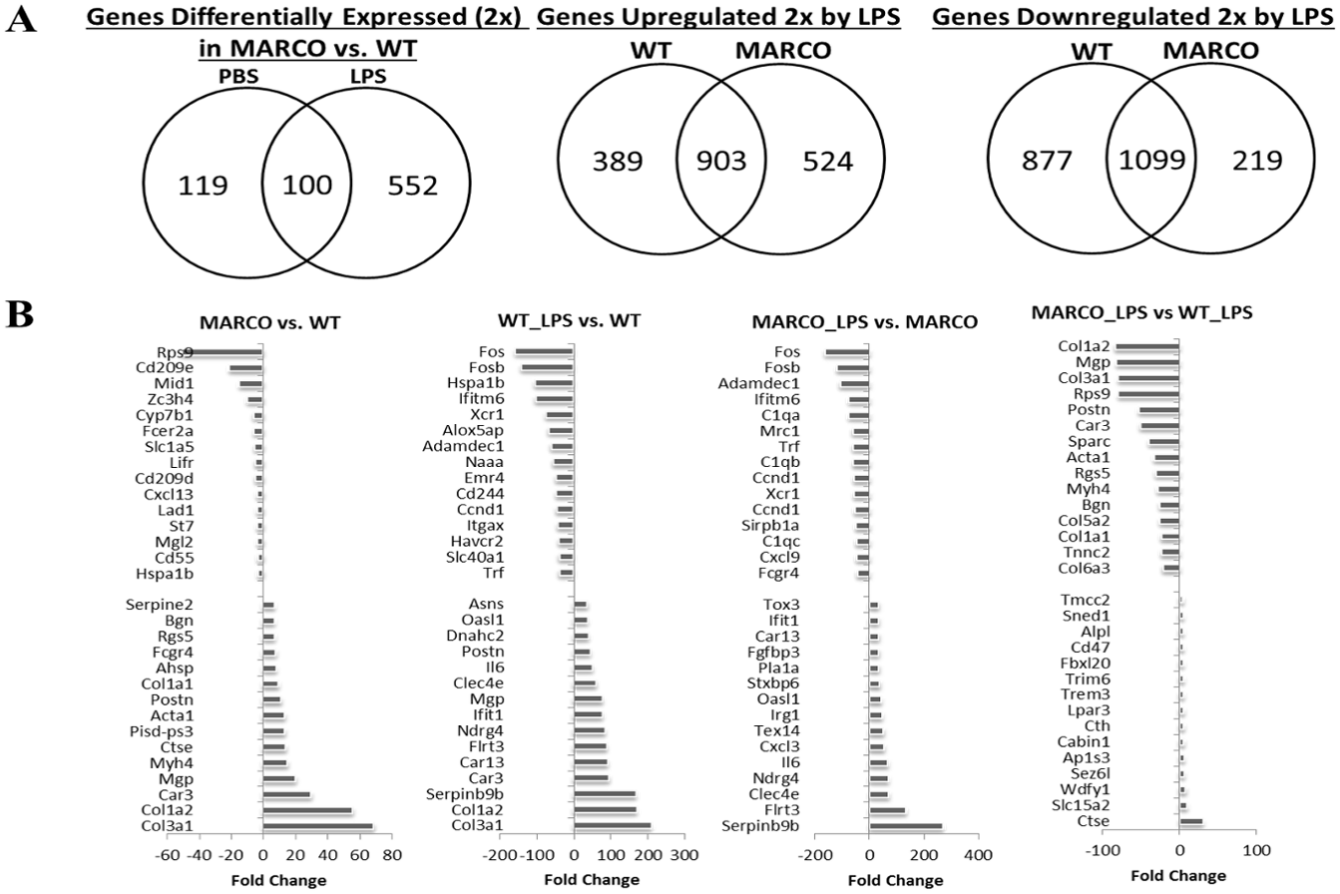
Differentially expressed genes in WT and MARCO^−/−^ DC cells. High purity DC preparations were isolated from splenocytes from 5–6 mice per group by positive selection with CD11c antibody and incubated overnight in media containing PBS or LPS (100 ng/ml). Total RNA was extracted and subjected to gene expression profiling. (**A**) Venn diagrams showing the numbers of genes that differ in expression by a factor of at least 2 between WT and MARCO^−/−^ DC without and with LPS (left diagram), and numbers of genes that are differentially upregulated (middle diagram) or downregulated (right diagram) in WT and MARCO^−/−^ DC following LPS exposure. (**B)** Top 15 differentially expressed genes that characterize MARCO vs. WT, WT_LPS vs. WT, MARCO_LPS vs. MARCO, and MARCO_LPS vs. WT_LPS. Data shown represent fold change of gene expression.

The set of 219 differentially expressed genes were further organized into functional groups of biological functions and signaling pathways using the Ingenuity Pathway Analysis package (www.ingenuity.com). The Complement pathway was the most significantly altered among the differentially expressed genes between MARCO^−/−^ and WT DC. 

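Of 35 complement genes, 5 were at least 2-fold higher in MARCO-/- than in WT with PBS (C1qb, C1qc, C6, Serping1 and Vsig4) and Cd55 was lower. The genes of C1q, which starts the classical pathway, had intensities of 239.5 in WT and 458 in MARCO-/- for C1qa, 159 and 328 for C1qb, and 153 and 339.6 for C1qc. Serping1, the inhibitor of C1, was 3.27-fold higher and C6, a part of the membrane attack complex, 2.35-fold higher. Vsig4, a macrophage receptor for C3 fragments, had 3.65 and 7.46, and was 1.97-fold higher after quantile normalization. Macrophages are a main source of C1q, and of 19 macrophage genes C1qb and C1qc were higher and Marco was lower, with a median log2 ratio of 0.40 at the 100th percentile. Other genes of red pulp macrophages had values under 2-fold: Fcna had 144 in WT and 274 in MARCO-/-, Cd5l 159 and 271, and Adgre1, which encodes F4/80, 182 and 298. Of 30 pattern recognition receptor genes C1qb and C1qc alone were past 2-fold, and none of 10 Toll-like receptor genes was. Their median log2 ratios were 0.35 (at the 100th percentile) and 0.40 (at the 99.99th), with members on both sides of 0, such as Tlr3 at 118 in WT and 81.6 in MARCO-/-.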

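Of 28 genes of clathrin and caveolar endocytosis, Cav1 and Itgb5 were at least 2-fold higher in MARCO-/- than in WT with PBS, and Dab2, an adaptor of clathrin coats, was 2.90-fold lower, although its other probe sets missed 2-fold. Of 23 skeletal muscle genes 13 were under 2-fold, and among the contractile genes past it Tnnc2, the calcium sensor of fast muscle, was 5.40-fold higher, the myosin light chain gene Mylpf 3.52-fold and Myl1 3.37-fold. The myosin heavy chain gene Myh4 was 15.3-fold higher and Acta2, the actin of smooth muscle, 6.18-fold higher, and the other probe set of each missed 2-fold. Atp2a1, the calcium pump of the muscle reticulum, had intensities of 2.52 in WT and 4.08 in MARCO-/-, near the background. Cldn5, a claudin of endothelial tight junctions, was 2.56-fold higher.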

Significant differential expression was also observed in genes involved in caveolar-mediated endocytosis, tight junction signaling, cytoskeleton signaling, leukocyte extravasation signaling, and calcium signaling, among others (Figure 3A).

**Figure 3:**
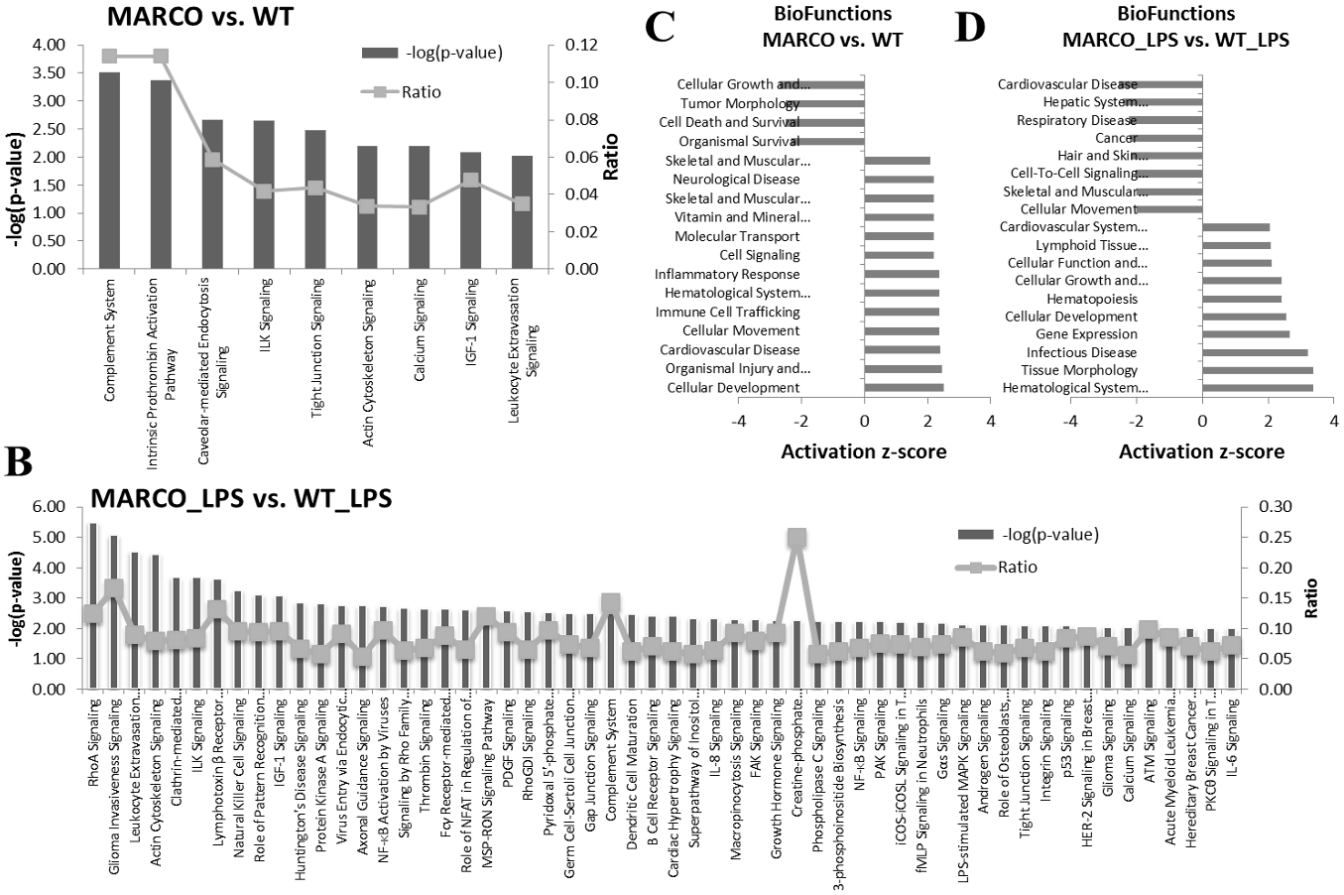
Major DC Signaling Pathways and Functions are affected by MARCO. Sets of differentially expressed genes (fold change of 2 or higher) between different DC conditions were uploaded onto Ingenuity Pathway Analysis and corresponding signaling pathways were predicted. (**A**) MARCO vs. WT. (**B**) MARCO_LPS vs. WT_LPS. Statistical significance was set at −log P = 2 (Left Y Axis). The Ratio on the right Y axis represents the fraction of genes that are differentially expressed in our dataset that fall within a specific pathway out of the total number of genes that contribute to that pathway. Similarly, Biofunction analysis was performed for MARCO vs. WT (**C**) and MARCO_LPS vs. WT_LPS (**D**). Statistical significance was set at activation z-score = 2. Scores higher than 2 indicate activated functions, whereas scores lower than −2 indicate inhibited functions.

### TLR4 ligation widens gene expression gap between WT and MARCO^−/−^ DC

We next evaluated the impact of MARCO deficiency on DC activation, using LPS as a surrogate for Gram(−) bacterial infection or adjuvant-supplemented vaccination. DC were treated with LPS or vehicle overnight. The time point was chosen for optimal induction of most LPS inducible genes as deduced from available gene expression profiling data, as well as to specifically evaluate the relatively early response of DC to LPS stimulation in presence and absence of MARCO. Following this activation, 652 gene transcripts were differentially expressed by 2-fold or greater in MARCO^−/−^ over WT, nearly 3 times higher when compared to the 219 genes that changed in the absence of LPS (Figure 2A, Left Venn Diagram), including 100 shared transcripts. 

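With LPS, 838 of the 45037 probe sets were at least 2-fold higher and 446 at least 2-fold lower in MARCO-/- than in WT, which is 1284 in all and 2.99 times the number with PBS. Ctse had an intensity of 8.71 in WT and 262 in MARCO-/- (30.1-fold higher), and Wdfy1, an endosomal protein, was 7.66-fold higher in its brightest probe set and past 2-fold in the others. Slc15a2, a transporter of peptides, was 9.40-fold higher, although its other probe sets missed 2-fold. Mgp was 81.8-fold lower and Col3a1 79.4-fold lower in MARCO-/-, and so were 13 of 23 collagens, 19 of 30 other matrix genes, 17 of 23 skeletal muscle genes and 7 of 24 fibroblast markers past 2-fold, with none higher. The erythroid genes did not go lower: 2 of 15 were higher and none was lower (median log2 ratio 0.11), with Alas2 of heme synthesis 3.52-fold higher. Xist was 6.70-fold lower. Of the probe sets past 2-fold with PBS and with LPS, 146 were shared, where independent lists would share 12.3. Of these, 107 (73.3%) went in opposite directions: 92 were higher in MARCO-/- with PBS and lower with LPS, and 15 the reverse. Of the 92, 72 had exactly 1 gene symbol, and 48 of those (66.7%) belonged to lists of stromal, muscle and erythroid genes that hold 0.903% of all such probe sets. In both conditions 31 were higher and 8 lower. The share of higher probe sets with LPS was 65.3%, against 51.5% after quantile normalization and 53.7% after cyclic loess, 74.9% after centring on the median and 35.6% at a 3-fold threshold (103 higher and 186 lower). Without the lists of stromal, muscle and erythroid genes 97 probe sets were shared, and without the opposite probe sets, a step chosen after the data were seen, 39 were.

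**Figure D2:**
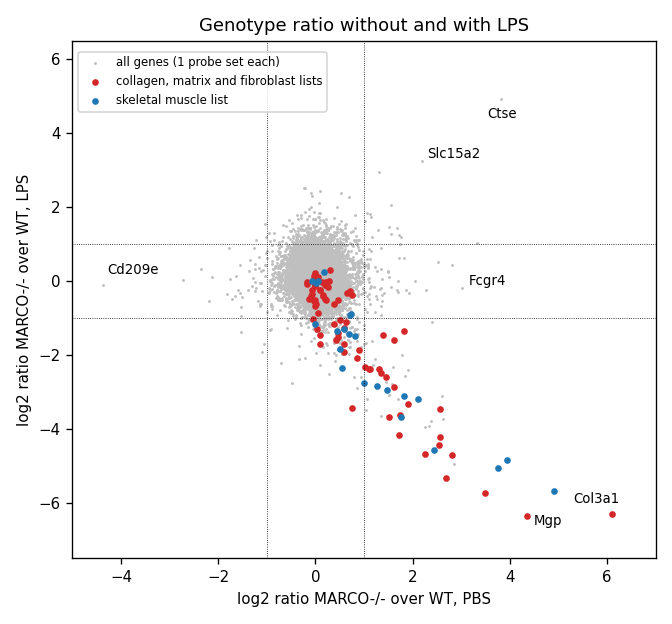
log2 ratio of MARCO-/- over WT with PBS (horizontal axis) and with LPS (vertical axis); each point is 1 gene by its brightest probe set and the dotted lines mark 2-fold. Collagen, matrix and fibroblast genes (red) and skeletal muscle genes (blue) with high ratios with PBS have low ratios with LPS, down to -6.35 for Mgp, while Ctse has 3.82 and 4.91.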

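With LPS, 1 of 22 DC maturation genes was past 2-fold between MARCO-/- and WT DC: Ccl17, a chemokine that attracts T cells, was 2.52-fold lower in MARCO-/-. The costimulatory receptor gene Cd40 had an intensity of 649 in WT and 446 in MARCO-/-, and Il6 had 322 and 491, both under 2-fold. Of 25 cytokine and chemokine genes, Csf2, which encodes the growth factor GM-CSF, was 2.35-fold higher, while the chemokine genes Ccl8 and Cxcl13 were 15.5-fold and 4.64-fold lower. Interferon-stimulated genes included 4 higher genes of 27 (Mx2, Oas2, Oasl2 and Cxcl11) and none that was lower, with a median log2 ratio of 0.36. With PBS this list had a median of 0.42 and 3 higher genes (Ifit1, Iigp1 and Rsad2, whose other probe sets missed 2-fold), none of which was past 2-fold with LPS. Of the genes higher with LPS, Oas2 was 1.98-fold and Oasl2 1.92-fold higher after cyclic loess, and another probe set of Cxcl11 missed 2-fold. None of 14 genes of MHC class I presentation passed 2-fold, and of the MHC class II genes Ctse alone did. Genes of other cells also differed: in MARCO-/- with LPS the NK cell genes Gzma and Gzmb were 3.82-fold and 3.29-fold lower, and Ncr1 was 2.73-fold higher. S100a9 of neutrophils was 4.34-fold lower, and the plasma cell genes Jchain and Prdm1 2.40-fold and 2.55-fold higher. Of 14 B cell genes Vpreb3 was 2.84-fold higher and Ebf1 2.48-fold lower, although the other probe sets of Ebf1 missed 2-fold, and none of 13 T cell genes passed 2-fold.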

The 652 gene set includes many genes that have been shown to play key roles in DC biology (Figure 3B, 3C & 3D). Pathway analysis of differentially expressed genes revealed deregulations in Rho A signaling pathway, leukocyte extravasation signaling, actin cytoskeleton signaling, clathrin-mediated endocytosis signaling, pattern recognition receptor function, PKA signaling, NF-kB activation and signaling, Rho family GTPases signaling, FCγR-mediated phagocytosis, complement system, DC maturation, LPS-induced MAPK signaling, integrin signaling, IL-6 signaling, among others (Figure 3B). It is noteworthy that genes related to pattern recognition receptors in bacterial infection were also within this category of highest significance, supporting the validity of the comparison. Furthermore, comparison of the biofunctional analysis for the non-stimulated versus stimulated MARCO^−/−^ over WT revealed interesting features, presented in Figures 3C & 3D. 

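Of 28 clathrin and caveolar genes, Cav1 (4.34-fold) and Dab2 (2.63-fold, with other probe sets under 2-fold) were lower in MARCO-/- than in WT with LPS, and none was higher. None of 29 genes of the LPS receptor and MAPK signalling passed 2-fold, and their median log2 ratio was 0.09. Of 22 NF-κB genes, the kinase gene Map3k14 alone passed 2-fold. Among Fc receptors, Fcer1g, the shared signalling chain, was 2.13-fold higher, Fcgr1 was 2.12-fold higher and Fcgr3 had 15.2 in WT and 4.72 in MARCO-/-. The other probe set of Fcgr1 missed 2-fold, and Fcgr1 was 1.90-fold higher after cyclic loess. Of the complement genes, 4 were lower (C1qa, C1qb, C1qc and Serping1) and none was higher, with Serping1 9.13-fold lower. None of 16 scavenger receptor genes passed 2-fold.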

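Of 30 pattern recognition receptor genes, 4 were at least 2-fold lower in MARCO-/- than in WT with LPS and none was higher. C1qa had an intensity of 36.8 in WT and 6.06 in MARCO-/-, C1qb 17.8 and 5.58, and C1qc 21.5 and 7.01. Mrc1, the mannose receptor of macrophages, had 12.1 and 2.72. These are also macrophage markers, and of 19 macrophage genes 4 were lower (these same genes) and 5 were higher (Adgre1, Hmox1, Sirpa, Slc40a1 and Timd4). Slc40a1, the iron exporter of red pulp macrophages, was 2.46-fold higher in MARCO-/-, with its other probe set past 2-fold too. After quantile normalization or cyclic loess Adgre1, Hmox1 and Sirpa fell under 2-fold, and 1 other probe set of Sirpa missed it. None of the Toll-like receptor genes passed 2-fold: Tlr2 had 34.9 and 63.0, and Tlr4 had 11.8 and 7.01.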

Functions identified as cellular movement, immune cell trafficking, and inflammatory response are predicted to be activated in unstimulated MARCO^−/−^ DC. Of note, the cluster of genes responsible for cell movement were upregulated in MARCO^−/−^ cells over WT cells in unstimulated conditions, whereas WT cells showed upregulation of this class of genes over the MARCO^−/−^ following LPS exposure, implying that MARCO is involved in LPS-induced cell migration.

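Of 45 genes of chemotaxis and cell movement, 2 were at least 2-fold higher in MARCO-/- than in WT with PBS and 1 was lower. Fpr2, a chemotactic receptor for formyl peptides, had an intensity of 17.7 in WT and 59.0 in MARCO-/- (3.33-fold higher), Cxcl12, a chemokine of stromal cells, was 2.75-fold higher, and Ccl22 was lower. With LPS 3 were lower in MARCO-/- (Ccl17, Cxcl12 and Cxcl13) and none was higher. Cxcl12 was 6.04-fold lower with LPS, and its other probe sets missed 2-fold in both conditions. The integrin gene Itgb2 had 80.3 in WT and 149 in MARCO-/- with LPS, and Fpr2 had 144 and 287, both under 2-fold. The median log2 ratio of the list was 0.05 with PBS and 0.21 with LPS, at the 95.3 and 92.1 percentiles.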

Additionally, we enumerated clusters of genes that are differentially expressed in WT and/or MARCO^−/−^ DC under activating conditions. 

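LPS against PBS gave 2069 probe sets at least 2-fold higher and 3591 lower in WT, and 2317 higher and 2241 lower in MARCO-/-. Of these, 1285 were higher and 1739 lower in both genotypes. Interferon-stimulated genes were higher with LPS for 24 of 27 in WT and 25 in MARCO-/-: Ifit1, an antiviral RNA-binding protein, rose 77.3-fold in WT and 32.5-fold in MARCO-/-. Cxcl9, a chemokine induced by interferon-γ, was the lower gene of that list in both. Of 22 DC maturation genes, 17 rose in WT and 19 in MARCO-/-, such as Socs2, an inhibitor of cytokine signalling, which rose 6.93-fold and 15.1-fold. Il6 rose 50.8-fold and 66.6-fold. Genes of MHC class II presentation fell for 11 of 17 in both genotypes, with H2-Ab1 going from 3356 to 996 in WT and from 3710.2 to 1008 in MARCO-/-. Immediate early and heat shock genes fell for 12 and 13 of 19, among them Fos, from 3041 to 19.3 and from 2977 to 18.2. Genes of conventional DC 1 fell for 10 and 8 of 14, with Xcr1, the chemokine receptor of that subset, 74.6-fold and 56.9-fold lower. Macrophage genes fell for 17 and 14 of 19, monocyte and neutrophil genes for 10 of 16 in both, and NK cell genes for 9 of 11 in both. Itgax fell as well, from 548 to 12.9 in WT and from 621 to 16.4 in MARCO-/-. With 1 array per culture, an effect of LPS on these genes cannot be told apart from other differences between the PBS and LPS cultures.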

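LPS raised 784 probe sets by at least 2-fold in WT alone and 1032 in MARCO-/- alone, and lowered 1852 in WT alone and 502 in MARCO-/- alone, where alone means that the other genotype missed 2-fold in that direction. By distinct gene symbols these counts were 435, 529, 878 and 254. After quantile normalization 1156 probe sets were raised in WT alone and 784 in MARCO-/- alone, and 1301 and 613 were lowered. Which genotype had more raised probe sets therefore depended on the scaling. Cd36, a receptor for fatty acids and lipoproteins, was 2.92-fold lower with LPS in WT and 1.32-fold lower in MARCO-/-, although 1 other probe set missed 2-fold in WT. Relb, a subunit of NF-κB, was 1.81-fold higher with LPS in WT and 2.71-fold higher in MARCO-/-. Col3a1 rose 210.0-fold in WT and was 26.1-fold lower in MARCO-/-, where its other probe set missed 2-fold, and Ccl8, a chemokine that attracts monocytes, rose 13.6-fold and fell 5.38-fold. In all, 92 probe sets rose at least 2-fold in WT and fell at least 2-fold in MARCO-/-. The probe sets called in WT alone went in the same direction in MARCO-/- for 59.4% of those that rose and 86.4% of those that fell, and those called in MARCO-/- alone did so in WT for 86.1% and 73.5%. The responses of the genotypes differed by at least 2-fold for 48.9% (higher in WT alone), 34.1% (higher in MARCO-/- alone), 38.3% (lower in WT alone) and 42.8% (lower in MARCO-/- alone) of them. Whether a response differed between genotypes was not tested, as there is 1 array per condition.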

Our data suggest that the presence of MARCO in DC (i.e. WT phenotype) correlates with upregulation and downregulation of 389 and 877 genes, respectively, while its absence results in upregulation and downregulation of 524 and 219 genes (Figure 2A, Middle and Right Venn Diagrams). Together, this data suggests an involvement of MARCO in LPS/TLR4-induced regulation of 2009 genes.

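The counts called with LPS in a single genotype sum to 4170 over both directions, where the 92 probe sets that rose in WT and fell in MARCO-/-, and 5 that went the reverse way, enter under both genotypes. By distinct gene symbols the counts sum to 2096. The LPS response differed by at least 2-fold between the genotypes for 2621 probe sets. Interferon-stimulated genes had median log2 responses of 2.34 in WT and 2.57 in MARCO-/-, DC maturation genes 1.61 and 1.51, and MHC class II genes -1.75 and -1.49. Collagens had 1.04 in WT and -0.54 in MARCO-/-, and skeletal muscle genes 1.80 and -0.94. Stromal and muscle tissue carried into some DC preparations is a candidate explanation for the collagen and muscle values. They are therefore not established as a response of the DC to LPS. Under the other settings the collagens ranged from 1.00 to 2.80 in WT and from -1.22 to -0.33 in MARCO-/-. The skeletal muscle genes ranged from 1.09 to 2.37 and from -1.17 to -0.34. Across the 7097 probe sets past 2-fold in either genotype, 89.5% changed in the same direction in both. The correlation of the responses was 0.796 across these probe sets and 0.710 across all, where probe sets are not independent replicates. Among probe sets whose highest log2 intensity was at least 8, 112 had responses that differed by at least 2-fold, and with 1 probe set per gene 1014 genes did.

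**Figure D3:**
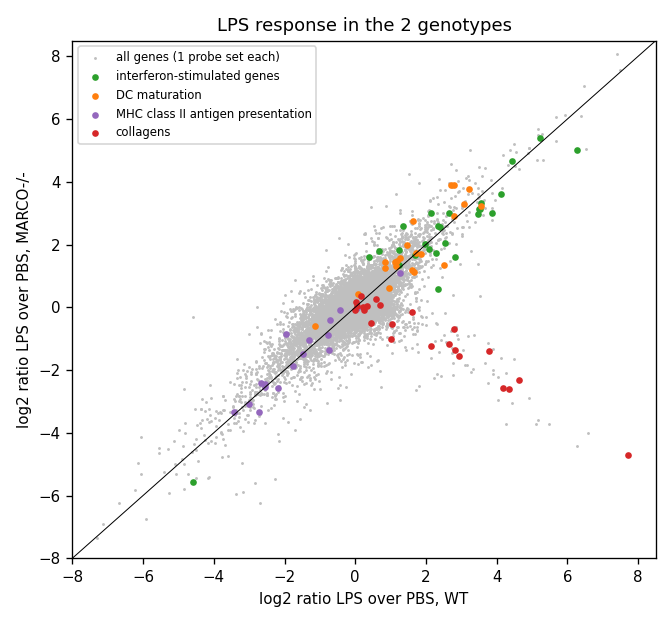
log2 ratio of LPS over PBS in WT (horizontal axis) and in MARCO-/- (vertical axis); each point is 1 gene by its brightest probe set and the line marks equal responses. Interferon-stimulated, DC maturation and MHC class II genes lie along the line, and the collagens with high ratios in WT lie below 0 in MARCO-/-, as Col3a1 with 7.71 and -4.71. Whether the collagen values come from the DC or from tissue carried into the preparations was not decided.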

### MARCO confers a distinct transcriptional factor profile to DC regardless of their activation state

The dramatic differences in gene expression between MARCO sufficient and deficient DC suggests major alterations take place at the level of transcription factors. We used Ingenuity’s Upstream Regulator Analysis tool to unravel transcription factors that had significant perturbations. As evident in Figure 4, presence and absence of MARCO in DC resulted in distinct transcription factor activation status in both steady state (Figure 4A) and following LPS activation (Figure 4B). Interestingly, NF-κB1A, an inhibitory member of proinflammatory transcription factor NF-κB family, is down-regulated in MARCO^−/−^ cells following LPS stimulation, in comparison to WT. This could imply decrease in the regulatory component I-κB, and conversely, an increase in the pro-inflammatory transcription factor engagement within the MARCO^−/−^ cells. This appears to be the case indeed in the non-stimulated MARCO^−/−^ cells where NF-κB complex gains prominence over WT cells.

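Nfkbia, which encodes the inhibitor IκBα, had an intensity of 1266 in WT and 1317 in MARCO-/- with LPS (1.04-fold higher in MARCO-/-), and 1181 and 1316 with PBS. The name NF-κB1A was read as Nfkbia, whose transcript level is not the predicted activity of a regulator. Of 22 NF-κB genes none passed 2-fold between genotypes with PBS, and with LPS the kinase gene Map3k14, which acts in the non-canonical pathway, had 115 in WT and 239 in MARCO-/-. After quantile normalization and cyclic loess Map3k14 was 1.92-fold and 1.89-fold higher. Relb had 573 and 1049.6 with LPS, Rela 334 and 394, and Nfkb2 189.7 and 197. With LPS against PBS, 6 genes of the list rose and 4 fell in WT, and 7 rose and 2 fell in MARCO-/-. Tnfaip3, a deubiquitinase that restrains NF-κB, fell 3.07-fold in WT and 2.20-fold in MARCO-/-.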

**Figure 4:**
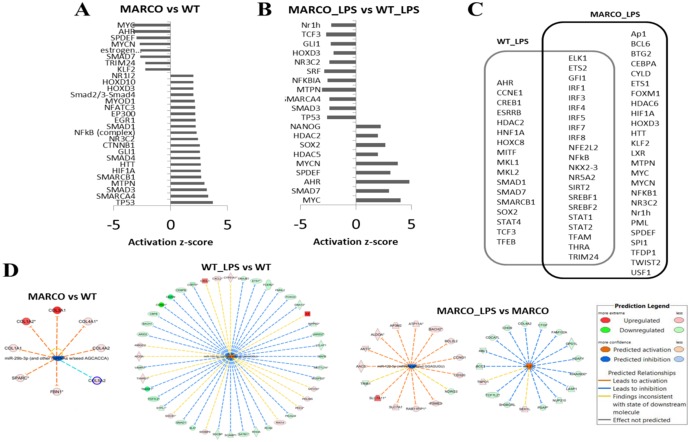
Comparison of Upstream Regulator status between WT and MARCO^−/−^ DC. Differentially expressed genes (fold change of 2 or higher) were processed through Ingenuity Pathway Analysis to predict the downstream regulators whose activation status was affected by the absence of MARCO in resting cells (**A**) or LPS-challenged cells (**B**). The Venn diagram in (**C**) shows the transcription factors that respond to LPS in WT (WT_LPS) and MARCO^−/−^ (MARCO_LPS) DC. Transcription factors that reached the significant activation z-score of −2 or +2 are shown. (**D**) Shown are representative microRNAs that reached the significant activation z-score of −2 or +2. The IPA tool predicts a microRNA to be activated when enough differentially downregulated genes fall among the targets for this microRNA. The inhibition status is attributed when the opposite occurs.

When looking at the transcription factor subsets that are affected in WT and MARCO^−/−^ DC following LPS activation, one can see genotype-specific profiles, with 17 factors affected exclusively in WT, 25 factors affected exclusively in MARCO^−/−^, and 21 overlapping factors that include 6 members of the Interferon Regulatory Factor (IRF) family (Figure 4C).

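Of 8 interferon regulatory factor genes, 3 rose at least 2-fold with LPS in WT (Irf1, Irf7 and Irf9) and 2 in MARCO-/- (Irf1 and Irf7), and none fell. Irf7, which drives type I interferon genes, had an intensity of 31.3 with PBS and 196 with LPS in WT, and 39.2 and 313 in MARCO-/-. Irf1 rose 2.34-fold in WT and 2.57-fold in MARCO-/-. Irf9, the DNA-binding part of the complex that interferon activates, rose 2.57-fold in WT, and in MARCO-/- it had 154 with PBS and 230.4 with LPS. Irf4 had 143 and 157 in WT, and 95.0 and 188 in MARCO-/-. None of these genes passed 2-fold between the genotypes with PBS or with LPS.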

Next, we used Ingenuity Pathway Analysis to predict the status of microRNAs that regulate MARCO-driven differential gene expression. MicroRNAs are important regulators that modulate gene expression and thereby influence effector cell function of immune cells, including DC [21]. In the absence of MARCO, and under resting conditions, one single perturbation was predicted that inhibits miR-29b-3p and potentially other micro-RNAs that share the same target specificity. These micro-RNAs regulate genes that were down-regulated in MARCO-deficient DC, including COL1A1, COL1A2, COL3A1, COL4A1, COL4A2, COL5A2, FBN1 and SPARC (Figure 4D). 

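Of 7 genes named as targets of these micro-RNAs and measured here, 5 were at least 2-fold higher in MARCO-/- than in WT with PBS and none was lower (median log2 ratio 2.26). With LPS 6 were lower and none was higher (median -4.21). Col4a2, a chain of basement membrane collagen, was 3.05-fold higher with PBS and 7.36-fold lower with LPS, and Sparc was 39.9-fold lower with LPS. Col5a2, a fibrillar collagen, was 4.79-fold higher with PBS, where its other probe set missed 2-fold, and 25.5-fold lower with LPS. The probe set annotated as Col1a2 had 2.95 in WT and 2.88 in MARCO-/- with PBS, at the background. This does not show that Col1a2 was unexpressed, since 15588 probe sets are not listed in the annotation used. A probe set without a symbol was 55.8-fold higher with PBS and 69.0-fold lower with LPS. The genes were picked by the study on these arrays, so their direction is not independent evidence. Of 13 targets of miR-29 that are not matrix genes, such as the DNA methyltransferase gene Dnmt3a, none passed 2-fold with PBS, and with LPS Igf1 was 2.55-fold lower, although its other probe sets missed 2-fold. The skeletal muscle genes, which are not on the target list, had a median log2 ratio of 0.74 with PBS and -1.83 with LPS. Levels of micro-RNAs were not analysed here.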

When WT DC were challenged with LPS, 10 micro-RNAs were predicted to be activated (z score >2, data not shown), including miR-155-5p illustrated in Figure 4D. 

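Of 14 known targets of miR-155, 6 fell and 1 rose at least 2-fold with LPS in WT (median log2 ratio -0.89), and 4 fell and 1 rose in MARCO-/- (median -0.68). Fos, Csf1r, Jarid2 and Inpp5d fell in both genotypes. Csf1r, the receptor of the macrophage growth factor CSF1, had an intensity of 115 with PBS and 14.6 with LPS in WT, and 151 and 20.7 in MARCO-/-. Inpp5d, which encodes the phosphatase SHIP1, was 3.46-fold lower in WT and 2.96-fold lower in MARCO-/-, and Jarid2, a regulator of histone methylation, 4.94-fold and 3.89-fold lower. Ets1 and Bach1 passed 2-fold in WT alone, and other probe sets of each missed it. Socs1, an inhibitor of cytokine signalling, rose 3.05-fold in WT and 7.64-fold in MARCO-/-.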

MARCO^−/−^ DC, in contrast, showed only 2 changes, with activated miR-210 and inhibited miR-122-5p in response to LPS (Figure 4D).

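Of 8 targets of miR-210, Gpd1l, an enzyme of glycerol phosphate metabolism, was at least 2-fold lower with LPS in WT (3.39-fold) and in MARCO-/- (2.68-fold), with its other probe set past 2-fold too. Iscu, a scaffold for iron-sulfur clusters, had an intensity of 593 with PBS and 809 with LPS in WT, and 534 and 1018 in MARCO-/-. The median log2 ratio of the miR-210 targets was 0.39 in WT and 0.56 in MARCO-/-. Of 10 targets of miR-122, 3 rose and 1 fell in WT, and 1 rose and 1 fell in MARCO-/-. Aldoa, which encodes the glycolytic enzyme aldolase A, rose 2.58-fold and 2.11-fold, and Pkm, which encodes pyruvate kinase, rose 2.15-fold in WT. Slc7a1, which rose in WT, and Ndrg3, which fell in both genotypes, had other probe sets that missed 2-fold. The median log2 ratio of the miR-122 targets was -0.27 in WT and 0.25 in MARCO-/-.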

### MARCO deficiency leads to perturbations in the TGF-β pathway

Equally interesting is the fact that the Smad family of transcription factors was heavily represented as differentially altered in the control sets (Figure 4). 

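Of 32 genes of the SMAD and TGF-β pathway, 1 was at least 2-fold higher in MARCO-/- than in WT with PBS, the ligand gene Bmp2, and none was lower. Smad1, which carries BMP signals, had an intensity of 131 in WT and 136 in MARCO-/-. The carriers of TGF-β signals had 157 and 161 for Smad2 and 37.3 and 40.5 for Smad3. Smad4, the partner shared by these pathways, had 381 and 379.6, and the inhibitory Smad7 had 85.8 and 85.8. The receptor gene Tgfbr1 had 157 and 189.8. The median log2 ratio of the list was 0.06. These are transcript levels, and the activity of the proteins was not measured on the arrays.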

In our experiments, unstimulated MARCO^−/−^ cells showed activated Smad-2/3-Smad-4 axis, with significant enhancement of Smad-1, Smad-4 and Smad-3, and a concomitant inactivation of Smad-7 (Figure 4A). Conversely, Smad-7 is activated in LPS-stimulated MARCO^−/−^ cells in comparison with stimulated WT cells (Figure 4B). Therefore, we sought to further validate this *in silico* prediction. 

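With LPS, 2 of 32 genes of the SMAD and TGF-β pathway were at least 2-fold higher in MARCO-/- than in WT (Smad7 and Tgfbi) and 1 was lower (Tgfb3). Smad7, which blocks TGF-β receptors, had an intensity of 15.9 in WT and 33.2 in MARCO-/- (2.09-fold higher). Against PBS, Smad7 fell 5.40-fold with LPS in WT and 2.59-fold in MARCO-/-. Tgfbi, a matrix protein induced by TGF-β, had 81.3 and 213 (2.62-fold higher), and its other probe set passed 2-fold too. Tgfb3, a TGF-β ligand, had 5.69 and 2.45, near the background. Smad7 was 1.76-fold higher after quantile normalization and 1.86-fold higher after cyclic loess, under the threshold.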

We chose a panel of Smad-3- and Smad-7-responsive genes through IPA analysis and compared their expression levels by RT-PCR in the presence or absence of MARCO in non-activated cells. The data show a significant increase in expression of FPR2, ITGB5, COL1A2 and MMP2 that occurred in MARCO^−/−^ DC, whereas a decrease in ACTG2, BMP2, CTGF, and DCN is noted (Figure 5).

**Figure 5:**
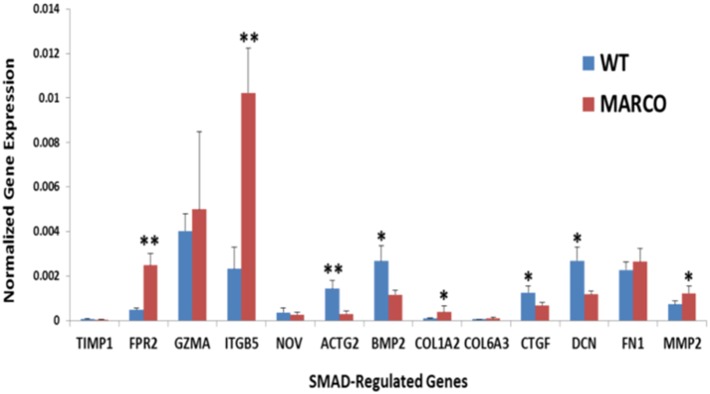
Involvement of MARCO in the TGF-β signaling pathway. Expression of differentially expressed genes in our dataset that are known to be regulated through by SMAD transcription factors within the TGF-β signaling pathway was measured by RT-PCR in resting WT and MARCO^−/−^ DC. *P<.05, **P<.01. Data show the mean ± SD of 3 WT and 3 MARCO^−/−^ samples where each sample represents a pool of 3 splenocyte preparations.

### MARCO exerts differential effects on TLR-induced DC activation

Our *in silico* analysis revealed inherent differences in gene expression between WT and MARCO^−/−^ DC, and clearly demonstrates an amplifying role for LPS activation on these differences. This suggests an important role for MARCO on DC in the context of proinflammatory insults such as LPS challenge. 

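The genotypes differed more widely with LPS than with PBS: the SD of the log2 ratio of MARCO-/- over WT across all probe sets was 0.43 with LPS and 0.30 with PBS. The genes that differed in the same direction in both conditions included Ctse, the peptide transporter gene Slc15a2, whose other probe sets missed 2-fold in both, Nnt, a mitochondrial proton pump, with 31.2 in WT and 99.9 in MARCO-/- with PBS, and Jchain, which joins antibody units in plasma cells, with 396 and 1157. With LPS Nnt had 13.9 in WT and 37.7 in MARCO-/-, and Jchain 152 and 365. Most shared differences did not keep their direction: of 146 probe sets past 2-fold in both conditions, 107 (73.3%) went in opposite directions. For these the difference reversed with LPS and was not amplified. In both conditions 31 were higher and 8 lower in MARCO-/-. Among probe sets whose highest log2 intensity was at least 8, 40 were past 2-fold between genotypes with PBS and 61 with LPS, a ratio of 1.53. From the differences with PBS and the larger number of genes with LPS, the paper concludes that WT and MARCO-/- DC differ inherently in gene expression and that LPS activation amplifies these differences.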

In light of these findings and the previously reported interactions of MARCO with members of the TLR family on macrophages, we sought to examine the role of MARCO in DC responsiveness to a panel of TLR agonists. This *in vitro* model, where synthetic surrogates of known natural TLR ligands are used to challenge DC, closely recapitulates exposure to bacterial, viral and fungal infection, and equally emulates DC exposure to TLR-targeted adjuvants in the context of active immunization.

DC were cultured overnight in the absence or presence of TLR agonist doses that were shown to induce IL-6 expression under similar experimental conditions (data not shown). RT-PCR was first used to quantify the expression level of a set of genes that were selected from our transcriptome profiling data based on the magnitude of their differential expression. In the latter category, the cell surface receptor DC-SIGN (CD209) offered an interesting trend across the different TLR agonist treatments. At steady state, WT and MARCO^−/−^ DC expressed similar amounts of CD209A and CD209B mRNA transcripts. Upon activation, differences between WT and MARCO^−/−^ DC were observed in response to LPS, CPG and PAM3. FCGR4, also known as Fc Receptor-like 3 (Fcrl3) and CD16-2, is absent in WT DC but present at a low level in MARCO^−/−^ DC. Upon activation, its differential expression varies between agonists. Similar to FCGR4, Cathepsin E (CTSE) is only present in non-activated MARCO^−/−^ DC. Interestingly, while the CTSE gene in MARCO^−/−^ DC responded to all TLR agonists to various extents, WT DC only responded to PAM3 and FLAST. Conversely, Histone deacetylase 5 (HDAC5) is only expressed in WT DC and its response to TLR agonists is overall weak and variable (Figure 6).

**Figure 6:**
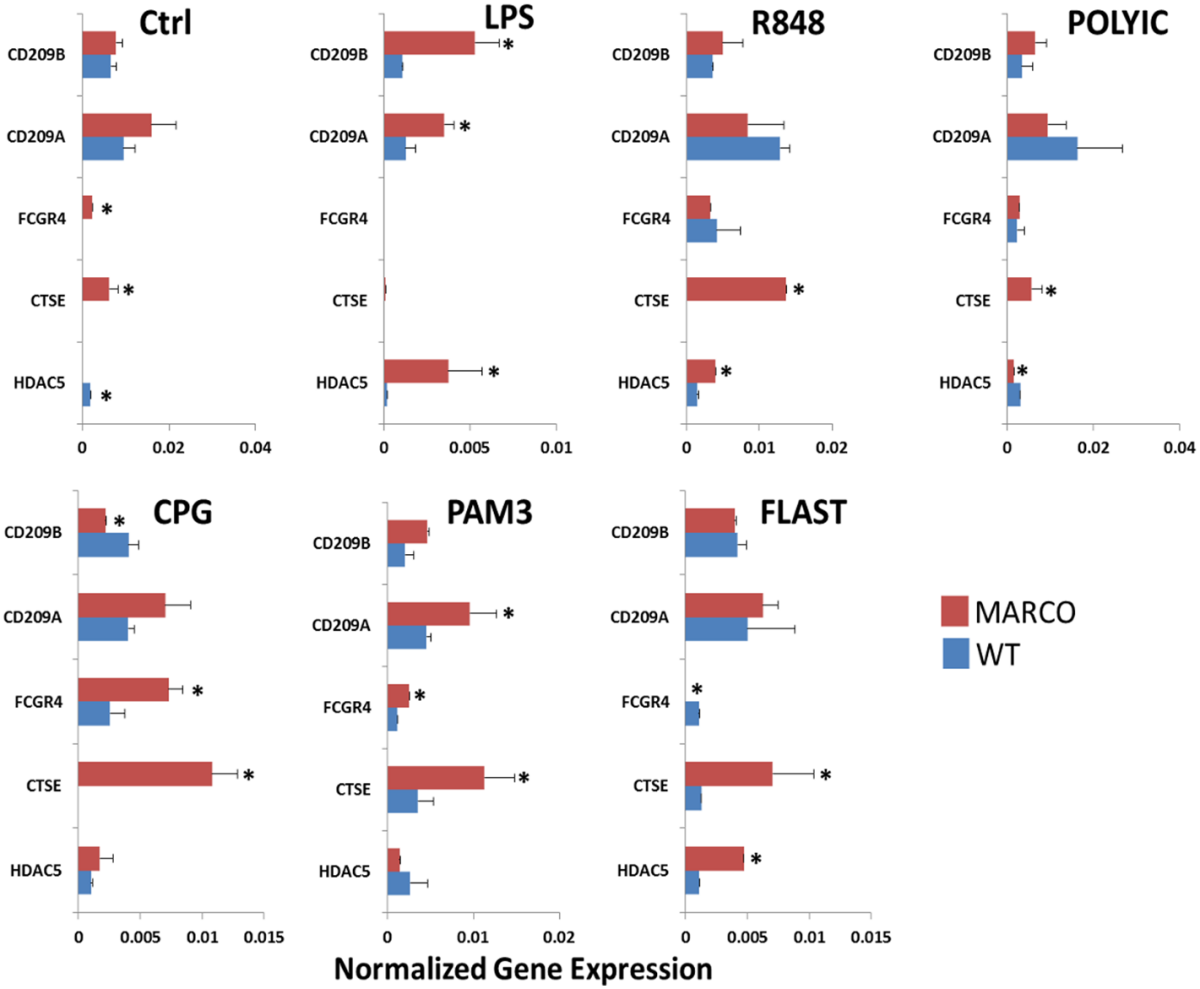
Validation of highly differentially expressed genes between WT and MARCO^−/−^ DC in response to TLR challenge. DC were cultured overnight in the absence and presence of different TLR agonists. RT-PCR was performed to measure gene expression. *P<.05 for MARCO^−/−^ **vs.** WT DC. Data show 3 WT and 3 MARCO^−/−^ samples where each sample represents a pool of 3 splenocyte preparations.

RT-PCR quantitation was next performed to assess a panel of immune and inflammatory marker genes. We found that all the genes tested were expressed at a relatively low level in non-activated DC regardless of the presence of MARCO, albeit with a tendency for slightly higher expression in the WT (Figure 7A). Interestingly, the challenge of WT and MARCO^−/−^ DC with TLR agonists elicited responses that widely varied in magnitude depending on the agonist and target gene. This trend is more evident when data are plotted as a MARCO/WT expression ratio to highlight the impact of MARCO deficiency (Figure 7B). Most ratios are lower than 1, indicating that MARCO deficiency causes a decrease in gene expression, suggesting thus a positive role for MARCO in regulating expression of these genes.

**Figure 7:**
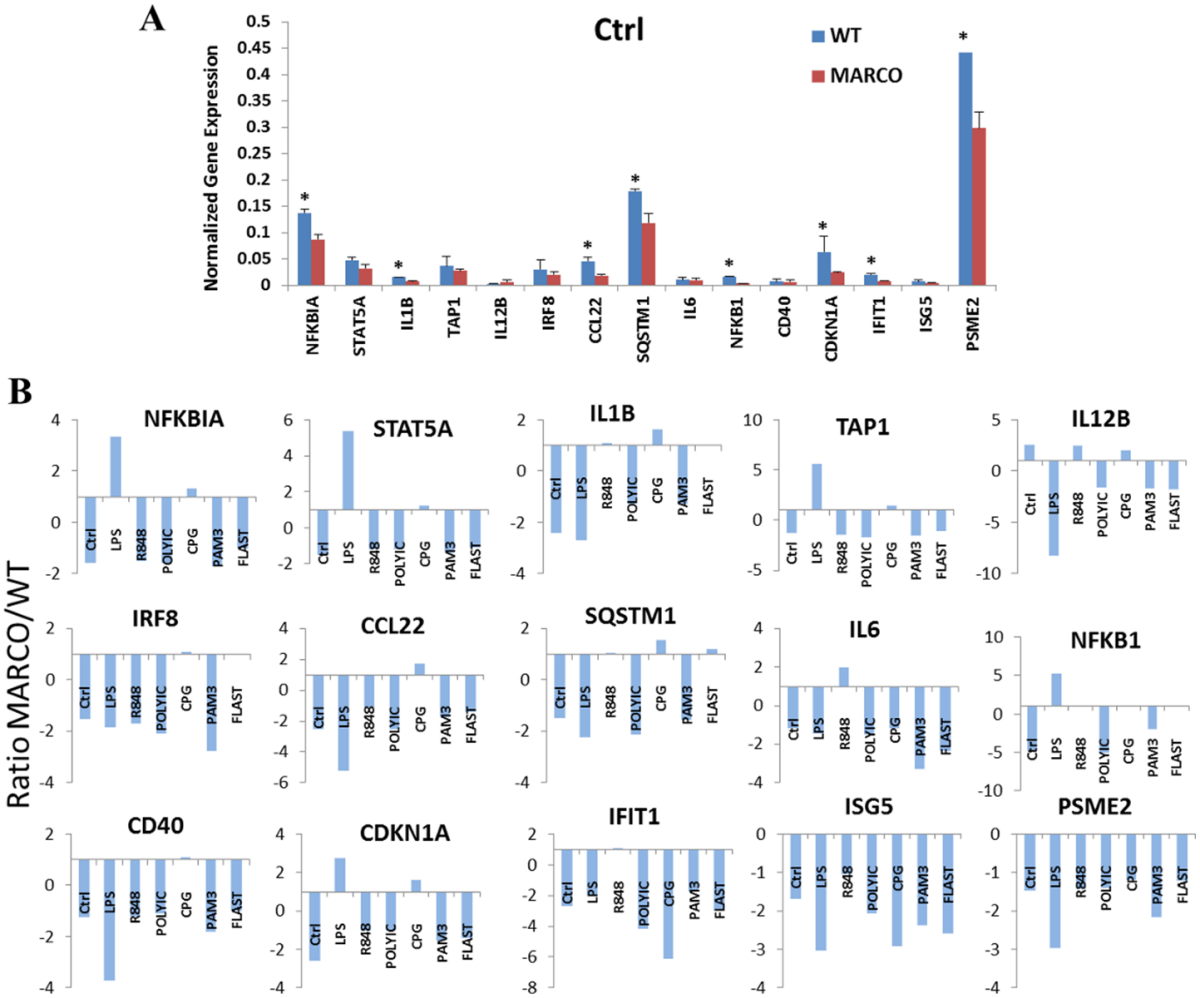
Differential expression of immune and inflammatory marker genes between WT and MARCO^−/−^ DC in response to TLR agonist challenge. DC were cultured overnight in the absence and presence of different TLR agonists. RT-PCR was performed to measure gene expression. (A) Basal expression in WT and MARCO^−/−^ DC in the absence of TLR ligation. *P<.05. Data show the mean ± SD of 3 WT and 3 MARCO^−/−^ samples where each sample represents a pool of 3 splenocyte preparations. (B) Gene expression ratio for MARCO/WT was calculated to reveal the magnitude of MARCO’s contribution for each individual gene across all TLR agonists.

However, because inherent differences in expression of several genes were observed in the absence of agonists (Figure 7A), we sought to determine the effect of MARCO on DC responsiveness to each TLR agonist. To this end, we calculated the ratio of ligand-induced expression value to control expression value (i.e. in the absence of ligand) for each individual gene in both WT and MARCO^−/−^ DC. Using this ratio led to a number of interesting observations; First, LPS seems to augment or suppress gene expression depending on the gene, with the suppression preferentially affecting WT DC. Second, all other TLR agonists enhance expression of all genes, with the exception of STAT5A, regardless of the MARCO status. Last, while overexpression of some genes, e.g. STAT5A, IL1B, CCL22, NFKB1, and CDKN1A, is more prominent in MARCO^−/−^ DC, other genes like IL12B and IRF8 are preferentially overexpressed in WT DC (Figure 8).

**Figure 8:**
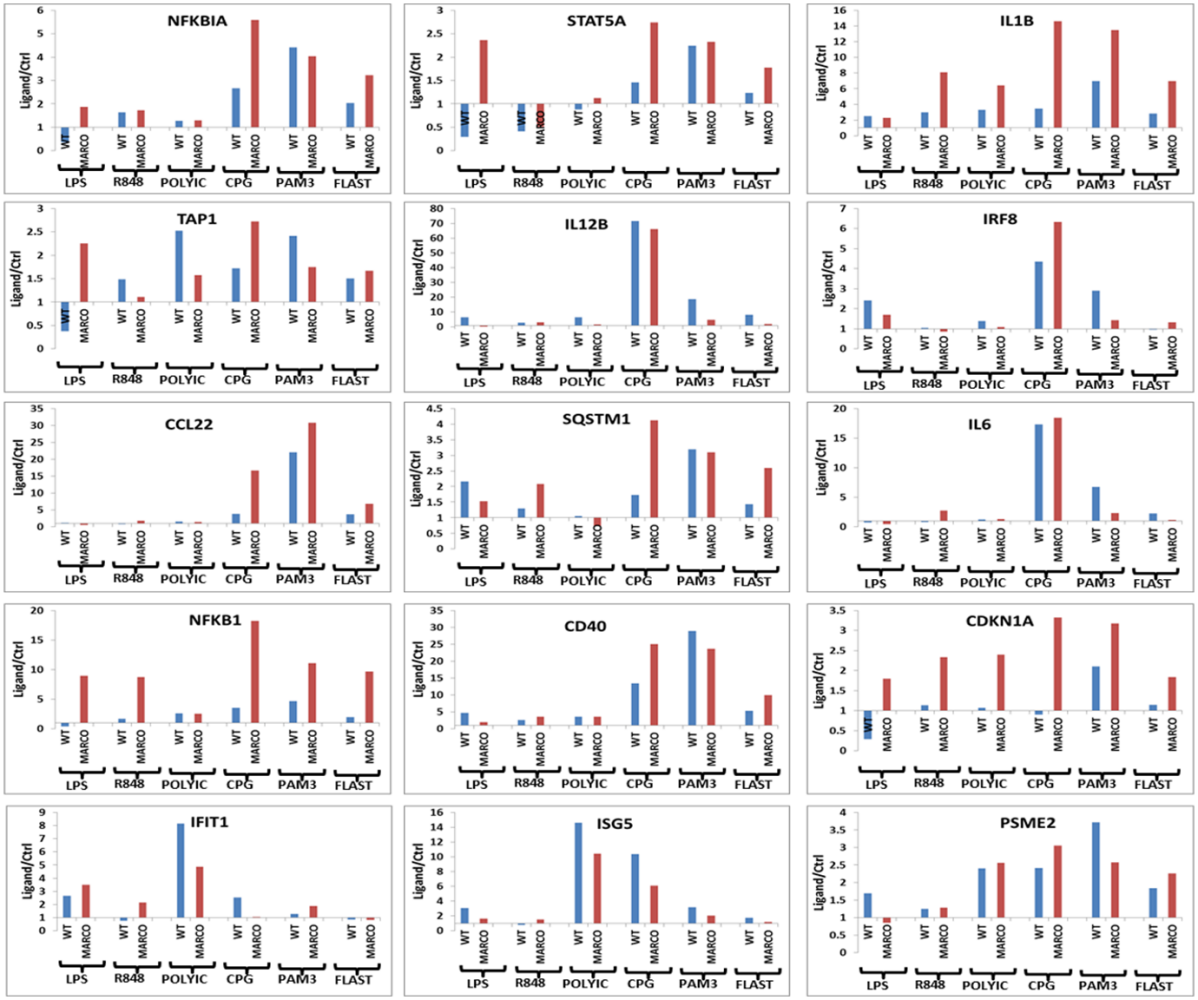
Impact of MARCO on DC responsiveness to different TLR agonists. RT-PCR data from Figure 7 was plotted using the Ligand/Ctrl ratio to reveal the contribution of the presence and the impact of the absence of MARCO on TLR-induced inflammatory gene signature in WT and MARCO^−/−^ DC, respectively. The Ligand/Ctrl Ratio was calculated for each gene to allow comparisons between WT and MARCO^−/−^ DC across all TLR agonists.

### MARCO effects are not due to differential TLR expression

Available data suggest cooperativity between scavenger receptors and TLRs [11]. Hence, differences in expression of TLRs on the surface of DC in the absence and presence of MARCO might skew this cooperativity. Therefore, to ascertain that the observed effects are not due to intrinsic differences in TLR expression between WT and MARCO^−/−^ DC, we quantitated RNA transcripts for TLR1-9 in untreated DC from both genotypes. Interestingly, TLR-3 is the only member of the TLR family that is differentially expressed, showing a significant decrease in the absence of MARCO, whereas a trend of increased TLR-2 and TLR-9 expression in MARCO^−/−^ DC did not achieve statistical significance (Figure 9).

**Figure 9:**
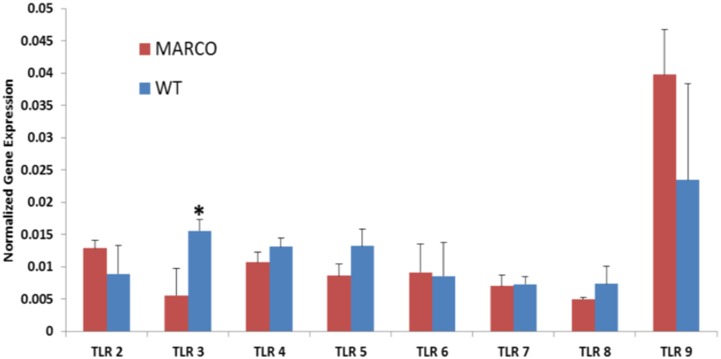
Impact of MARCO on TLR gene expression in DC. TLR2-9 gene expression was determined in unstimulated splenic WT and MARCO^−/−^ DC. Data show the mean ± SD of 3 WT and 3 MARCO^−/−^ samples where each sample represents a pool of 3 splenocyte preparations. *P<.05. GAPDH expression was used for normalization.

## Discussion

In the present study we show that spleen DC express the receptor MARCO and MARCO expression is inducible through TLR ligation. Interestingly, among all TLR agonists we tested, Poly-IC is the only one that failed to trigger MARCO expression, suggesting TLR-3-induced signaling is not involved in regulating MARCO expression in spleen DC. A similar finding was reported previously using bone marrow-derived dendritic cells [20], [22] and macrophages [23]. Because TLR-3-mediated signaling, unlike signaling through other TLRs, does not require the adaptor MyD88 [24], our finding also suggests a key role for MyD88 in inducing MARCO expression.

At the genome-wide gene expression level, MARCO expression on resting DC correlates with marked divergences between WT and MARCO^−/−^ DC. Interestingly, these divergences become even more prominent following LPS treatment, suggesting an important role for MARCO in TLR4-induced signaling. Furthermore, significant differences are observed in expression of pro-inflammatory markers in response to several TLR agonists, suggesting MARCO’s contribution to cell signaling might be a critical component of a feedback loop that is common to all TLRs on DC.

While many observations emerging from our *in silico* analysis and RT-PCR validation deserve careful interpretation, three of them may be of special interest and therefore will be addressed here. First, particularly important is our observation that alterations in the activation status of Smad proteins, the main effector regulators of the TGF-β pathway, are taking place in MARCO^−/−^ DC under both resting and activating conditions. Notably, LPS challenge reverses the activation state of SMAD proteins observed in resting cells. These predicted dysregulations in the TGF-β signaling pathway were reflected in significant expression changes of many TGF-β-regulated genes, as evidenced by our RT-PCR measurements. This observation is of paramount importance because TGF-β pathway is crucial in determining DC phenotype and T cell activation [25]. TGF-β prevents autoimmunity by maintenance of immature DC in a tolerogenic state. The tolerogenic effect of immature DC is due to soluble TGF-β secreted by Regulatory T cells [26]. Additionally, TGF-β secreted by tumor cells and tumor-associated macrophages tolerizes DC in the tumor and draining lymph nodes thus hampering anti-tumor immunity [27], a powerful mechanism of immune tolerance to tumors that could be reversed by TGF-β or TGF-β receptor blockade [28]. Second, MARCO seems to exhibit an inhibitory effect resulting in lower production of IL-12β and CDKN1A in WT DC. IL-12 plays a crucial role in Th1 differentiation [29], thus driving anti-viral and anti-tumor adaptive responses [30]. Interestingly, the effect of MARCO on IL-12β expression might also extend to the production of IL-23. IL-12 and IL-23 share the IL-12β chain [31]. IL-12 promotes Th1 immunity and IL-23 promotes Th17 immunity, and it has recently become apparent that the balance between IL-12 and IL-23 is very important in immune regulation (Reviewed in ref. [32]). In a recent study, Komine et al. generated a new MARCO-deficient mouse to address the role of MARCO in DC [33]. This study showed low expression of MARCO in resting BMDC, with a significant increase following challenge with LPS or tumor lysate. It also showed an increased motility of MARCO^−/−^ DC. However, there were no differences in the release of IL-12, IL-10 or TNF-α between WT and MARCO^−/−^ BMDC following LPS treatment, which might reflect one of the intricate differences between splenic and bone-marrow derived DC. Finally, while the effect of MARCO on the responsiveness of DC to agonists that recognize cell surface TLRs (TLR-2, 4, 5, and 6) could be attributed to overlapping specificity and affinity to the agonist and to physical interaction between the receptors, the impact observed on the responsiveness to cytosolic TLRs (TLR-3, 7, and 9) is intriguing. Interestingly, Mukhopadhyay *et al*. utilized deficient mice to demonstrate that macrophage SR-AI/II and MARCO recognize and mediate rapid internalization of agonists to endosomal TLR-3 and cytosolic NOD2 (nucleotide-binding oligomerization domain) and NALP3 (NACHT domain-, leucine-rich repeat-, and pyrin domain-containing protein 3) to elicit robust macrophage responses. Conversely, SR-AI/II and MARCO also internalize TLR-4 ligands, thus attenuating TLR4-mediated responses [14]. Our observations could also be due to an effect of MARCO on mechanisms inherent to cytosolic TLR function. In fact, TLR-3, 7 and 9 must traffic from the endoplasmic reticulum (ER) to endolysosomes before responding to ligands. This trafficking is facilitated by UNC93B1, a multi-pass transmembrane protein localized to the ER [34], [35]. UNC93B1 is not required for responses by surface localized TLRs such as TLR2 and TLR4 [36]. Although our work does not address these two mechanisms in DC, it remains a plausible explanation for the observed MARCO’s wide effects that span the entire TLR family.

Although this work highlights the role of MARCO in DC activation induced by single microbial compounds, we recognize that pathogens express several TLR agonists that may concomitantly engage more than one TLR. For example, selected combinations of TLR agonists have been shown to polarize T cells towards a Th1 phenotype [37]. In such a scenario, one could anticipate that MARCO’s role would be even more significant as it interacts and interferes with signals elicited by various TLRs.

Collectively, our gene expression profiling of MARCO sufficient and deficient mature DC and RT-PCR validation efforts identify a prominent involvement of MARCO in TLR-induced inflammatory responses. MARCO's role seems to span all TLRs, suggesting its implication in the upstream arm of TLR signaling cascade. These new findings add to our understanding of the nuances of DC function in the context of immune regulation by TLR and other pattern recognition receptors. The wide range of genes, pathways and functions that are affected by MARCO in DC warrants more focused future investigation, and opens the prospect of therapeutically targeting MARCO receptor in the hope of ameliorating autoimmune disease, infections and cancer immunotherapy.

How the deposited data were processed for this re-analysis (not part of the article)

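The deposited table holds 4 arrays, with 1 array each for WT PBS, WT LPS, MARCO-/- PBS and MARCO-/- LPS. DC were obtained by CD11c positive selection from pools of 5 to 6 mice. The methods describe 3 pools per genotype, and which of them gave the RNA of the arrays is not given in the sources used here. The intensities were background-corrected and normalized by the authors with RMAexpress, and the values of the probes of a set were summarized, before they were deposited. The version is not given in the sources used here. The plan had assumed log2 values and foresaw linear ones. The values are on a linear scale, and their log2 was taken with no offset. The methods name the Mouse Genome 430 2.0 array, and the probe set names carry the mark PM.

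Of 45141 probe sets, 104 Affymetrix controls were left out of the counts, which leaves 45037. In the annotation used, 28898 of these have exactly 1 gene symbol, 551 have several and 15588 are not listed. A gene was represented by the probe set with the highest mean log2 intensity among those with its symbol alone. This gives 17097 genes, of which 7180 have more than 1 probe set. The chromosomes of 17055 genes were taken from a reference annotation, and no coordinates are printed. The median of all intensities is 4.87, and values near it are background. The number of arrays, 1 per condition, limits the precision.

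The 4 comparisons were MARCO-/- over WT with PBS, MARCO-/- over WT with LPS, LPS over PBS in WT, and LPS over PBS in MARCO-/-. There are no replicates, so there is no test, and no standard error of a ratio. A probe set was called at a fold of at least 2, the threshold of the methods, and all probe sets entered the counts. The paper's text does not name a filter on low values or a way of treating several probe sets of a gene. For 54 gene lists, the members past 2-fold were counted and the median log2 ratio was ranked among 10000 random lists of the same size, matched on mean intensity in 20 bins. A list with a median of at least 0.5 in size was compared between settings. The lists, the rule for naming genes, the comparisons, the threshold and most of the alternatives were fixed before the data were examined, and after the paper with its figures had been read.

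Genes were named by a rule: every gene the paper names in its results, in Figure 2B or as an RT-PCR target, the 10 highest and 10 lowest genes of each comparison whose brighter value is above the median of all intensities, and up to 6 members of each list discussed, those with the largest log2 ratios in size. The folds of the paper's text and Figure 2B had been seen when the rule was written. Members named beside a count of 5 or fewer, and genes named as examples beyond the rule, were chosen after their values were seen. Beside folds past 2-fold the text says where another probe set of the gene misses it. None of them passed 2-fold in the opposite direction.

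Each count was repeated under 11 other settings: 1 probe set per gene, distinct gene symbols, arrays centred on their medians, quantile normalization, cyclic loess, probe sets whose highest value is above the median of all, probe sets whose highest log2 value is at least 8, thresholds of 1.5-fold and 3-fold, without the lists of stromal, muscle and erythroid genes, and without probe sets whose names end in x_at, s_at or a_at. List medians were also taken from the mean of all probe sets of a gene and without the probe set of the largest ratio. There were 3 settings added after the data were seen: with the controls kept, with probe sets of exactly 1 gene symbol alone, and without the probe sets that go in opposite directions between genotypes with PBS and with LPS. A count is treated as unchanged within a factor of 1.5, and so is a ratio.

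The steps were tested on simulated data with planted differences. Of the probe sets planted at a log2 ratio of 2, 100% were recovered at 2-fold, and of those planted at 1.2, 86%. None of the unchanged probe sets was called. That result depends on the noise simulated, so it does not measure chance calls on these arrays, which have no replicates. Calculations used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, R 4.3.3 with limma 3.58.1 for quantile normalization and cyclic loess, and matplotlib 3.10.9 for the plots. The RT-PCR measurements, the bone marrow-derived DC and the pathway software of the paper were not used here.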

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

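The tests on skeletal muscle genes, on genes on the chromosome of Marco, and on dim probe sets with its expected share were chosen only after the results were seen.

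The median log2 ratio of LPS over PBS in the SMAD-regulated genes measured by RT-PCR (Fig. 5) was 1.78 in WT and −2.00 in MARCO-/-. In the genes the paper names as targets of miR-29b it was 4.18 in WT and −2.30 in MARCO-/-. Xist had a log2 ratio of 2.74 in WT and −1.45 in MARCO-/-, where its other probe sets missed 2-fold. In each of these the genotypes moved in opposite directions with LPS, and the differences between genotypes were not tested. The SMAD-regulated genes and the miR-29b targets were chosen by the study from its own dataset. The PBS values enter each response, so opposite directions may be partly built in for these genes. The methods name the 3′/5′ ratios of β-actin and GAPDH as a measure of quality, and the paper does not report on the spike controls. The poly-A spikes, RNAs that are added to a sample before labelling, were bright on the WT PBS array and near the background on the others: Dap was 71.0-fold, Thr 21.2-fold, Lys 8.54-fold and Phe 9.59-fold above the highest other array. Whether the WT PBS array was labelled apart from the others is not given in the sources used here. Every value of MARCO-/- over WT with PBS and every LPS response in WT rests on that array.

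Part of the matrix genes were higher on the MARCO-/- PBS and WT LPS arrays than on the other arrays. Of 23 collagens, 9 were at least 2-fold higher in MARCO-/- than in WT with PBS, and 13 were lower with LPS. Of 30 other matrix genes, 10 were higher with PBS and 19 were lower with LPS. The rest of both lists stayed under 2-fold. Scaling of whole arrays is argued against, since the medians of the collagens in the genotype comparisons were 0.60 and −1.12 after cyclic loess. A swap of the labels of the LPS arrays was not decided by the test set for it, because 37.5% of 16 genes outside the stromal, muscle and erythroid lists and at least 4-fold different with PBS kept their direction with LPS, between the bounds set for either reading. That test counts directions alone. With LPS Cd209e had 2.51 in WT and 2.34 in MARCO-/-, Scgb1a1 2.56 and 2.63, and Lifr 4.14 and 4.45. At the background the direction of such genes says nothing about the labels. All 7 genes on the chromosome of Marco past 2-fold in both conditions outside those lists kept theirs, against 30.6% of 36 on the other chromosomes, but that genes there follow the genotype is not established. Single values go with the labels as given: Ctse was 14.2-fold higher in MARCO-/- with PBS and 30.1-fold with LPS, where the paper's RT-PCR in cultured DC has it present without agonists in MARCO-/- alone and responding in WT to PAM3 and FLAST only, and a probe set without a gene symbol was 50.3-fold and 79.4-fold lower. They argue against a swap and, being few, do not exclude it. With swapped labels every difference between genotypes with LPS would have the opposite sign. Stromal and muscle tissue carried into some DC preparations stays a candidate explanation, which CD11c positive selection would be meant to remove: 10 of 23 skeletal muscle genes were higher in MARCO-/- with PBS and lower with LPS, of which 4 are in Fig. 2B and 6 are not. Of the 23, 7 lay above the median of all intensities on the WT PBS array and 20 on WT LPS. On MARCO-/- PBS 16 did, and on MARCO-/- LPS 6 did. As examples, the probe sets representing Car3 and Acta1 had 255 and 159 on WT LPS and 79.9 and 62.7 on MARCO-/- PBS. Intensities of different probe sets do not rank the abundance of transcripts. By the methods each pool was cultured with and without agonists, so tissue in a pool would reach both cultures, yet these counts differ within each genotype. With swapped LPS labels the high counts would fall in 1 genotype. Which pools gave the arrays is not given in the sources used here, so this does not decide it. The fibroblast markers that are not matrix proteins had a median log2 ratio of 0.07 with PBS, with 4 of 24 past 2-fold. Under the other settings that median was between 0.03 and 0.37. With LPS it was -0.49, with 7 of 24 lower in MARCO-/- and none higher. A change of matrix genes by genotype and LPS in the DC themselves stays open and was not tested, because each condition has 1 array.

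More probe sets were at least 2-fold different between genotypes with LPS than with PBS. Stromal and muscle tissue is argued against as the whole cause, since the ratio of the counts was 3.18 without those lists, and so is a weaker target signal on the WT LPS array, where hybridization controls were 2.07-fold to 6.62-fold higher than on MARCO-/- LPS, since the ratio was 2.41 after cyclic loess. Chance spread of dim probe sets is argued against as the whole cause, since for 74.3% of 206 dim genes past 2-fold with LPS after cyclic loess (binomial standard error 3.05) the other probe sets went the same way, where 61.9% would if all calls beyond those with PBS were chance. With PBS 85.5% of 69 did, so that chance spread stays open for part of the difference, and the ratio of 1.53 among bright probe sets rests on few of them. An LPS response of different extent in the cultures cannot be told apart from an effect of genotype, because 60.2% of 407 probe sets had the smaller response in MARCO-/-, which is between the bounds set for either reading, and each culture has 1 genotype and 1 array. An effect of MARCO on the LPS response stays open.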

How the results depend on the processing

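The settings with the controls kept, with probe sets of exactly 1 gene symbol alone, and without the probe sets that go in opposite directions were chosen only after the results were seen.

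Under the other settings, 162 of the counts stayed within a factor of 1.5 and 86 did not. Of the list medians 370 did, 24 did not and another 2 took the opposite sign. Of the ratios of single genes 3533 did and 159 did not, these all with the mean of all probe sets of the gene. Every count stayed within that factor after centring on the median, quantile normalization, cyclic loess, the filter at the median of all intensities, with the controls kept, and without probe sets whose names end in x_at, s_at or a_at. No paired analysis was possible because each condition has 1 array and no pool is numbered, and leaving out each replicate in turn was not possible for the same reason. Signal over background limits the folds, since an intensity near 4.87 is background. The causes of the changes that follow were not tested, apart from those that follow from the construction, by which fewer units, a filter or another threshold changes a count.

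With 1 probe set per gene, 130 were higher and 49 lower between genotypes with PBS, 357 and 224 with LPS, and 81 were past the threshold in both. LPS gave 1060 higher and 1420 lower in WT and 1081 and 1023 in MARCO-/-, with 665, 395 and 416 higher in both, WT alone and MARCO-/- alone, 778, 642 and 245 lower, and 1014 different responses. By distinct gene symbols, 147 were higher and 85 lower between genotypes with PBS, 267 lower with LPS, and 92 were past the threshold in both. LPS gave 1197 higher and 1836 lower in WT and 1291 and 1212 in MARCO-/-, with 762, 435 and 529 higher in both, WT alone and MARCO-/- alone, 958, 878 and 254 lower, and 1523 different responses. Among probe sets with a highest log2 value of at least 8, 28 were higher and 12 lower between genotypes with PBS, 40 and 21 with LPS, and 15 were past the threshold in both. LPS gave 404 higher and 425 lower in WT and 432 and 343 in MARCO-/-, with 350, 54 and 82 higher in both, WT alone and MARCO-/- alone, 316, 109 and 27 lower, and 112 different responses. At a 1.5-fold threshold, 861 were higher and 1179 lower between genotypes with PBS, 3590 and 1996 with LPS, and 613 were past the threshold in both. LPS gave 5054 higher and 6407 lower in WT and 4867 and 4335 in MARCO-/-, with 2704, 2350 and 2163 higher in both, WT alone and MARCO-/- alone, 3257, 3150 and 1078 lower, and 8935 different responses. At a 3-fold threshold, 82 were higher and 29 lower between genotypes with PBS, 103 and 186 with LPS, and 57 were past the threshold in both. LPS gave 830 higher and 1581 lower in WT and 996 and 1086 in MARCO-/-, with 544, 286 and 452 higher in both, WT alone and MARCO-/- alone, 815, 766 and 271 lower, and 587 different responses. Without the probe sets of opposite directions, 139 were higher with PBS and 39 were past 2-fold in both. With exactly 1 gene symbol, 97 were lower with PBS, 1179 fell with LPS in WT alone and 1719 responses differed. Without the stromal, muscle and erythroid lists, 97 were past 2-fold in both. Without the probe set of the largest ratio of each gene, 3 lists had a median past 2-fold between genotypes with LPS, against 5, and the median of the sex-linked transcripts took the opposite sign, at −0.23 between genotypes with LPS and 0.31 with LPS in WT; the cause was not tested.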

Differences from the paper's values

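The counts are compared at the 2-fold threshold of the paper's methods, and the paper counts genes where the main counts here are of probe sets. The settings named are the planned ones.

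With PBS, 430 probe sets were past 2-fold between genotypes, and the paper's value is 219. The value was within a factor of 1.5 of the paper's with 1 probe set per gene (179), by distinct gene symbols (232) and without probe sets whose names end in x_at, s_at or a_at (324). It was not under median centring, quantile normalization, cyclic loess, the filters on dim probe sets, the other thresholds, or without the stromal, muscle and erythroid lists. With LPS, 1284 were past 2-fold, and the paper's value is 652. Within a factor of 1.5 were the values with 1 probe set per gene (581), by distinct gene symbols (832) and without those name endings (976), and the other settings were not.

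With LPS against PBS, 784 rose in WT alone, and the paper's value is 389. Within a factor of 1.5 were the values with 1 probe set per gene (395), by distinct gene symbols (435), without those name endings (537) and at a 3-fold threshold (286), and the other settings were not. In WT alone 1852 fell, and the paper's value is 877. Within that factor were 1 probe set per gene (642), distinct gene symbols (878), quantile normalization (1301) and a 3-fold threshold (766), and the others were not. In MARCO-/- alone 1032 rose, and the paper's value is 524. Within that factor were 1 probe set per gene (416), distinct gene symbols (529), quantile normalization (784) and a 3-fold threshold (452), and the others were not. In MARCO-/- alone 502 fell, and the paper's value is 219. Within that factor were 1 probe set per gene (245), distinct gene symbols (254) and a 3-fold threshold (271), and the others were not. The sum of these counts was 4170, in which the 92 and 5 probe sets past 2-fold in opposite directions enter under both genotypes, and the paper's value, the sum of its own counts, is 2009. Within that factor were 1 probe set per gene (1698), distinct gene symbols (2096) and a 3-fold threshold (1775), and the others were not. In both genotypes 1739 fell, and the paper's value is about 1100 in Fig. 2A, read by eye. Within that factor were 1 probe set per gene (778), distinct gene symbols (958), a 3-fold threshold (815) and the setting without those name endings (1338), and the others were not.

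The paper states, where it describes micro-RNAs, that the genes it names as targets of miR-29b were lower in MARCO-deficient DC. Earlier in its results it gives collagens of types I, IV and V, Sparc and fibrillin as higher in MARCO-/-. The arrays with PBS went the way of that earlier statement. With PBS 5 of 7 were higher and none was lower, and with LPS 6 of 7 were lower. Among regulators from pathway software, the paper states that NF-κB1A was lower in MARCO-/- than in WT with LPS. Read as the gene of IκBα, the transcript Nfkbia was 1.04-fold higher, with 0.06 on the log2 scale. Fig. 2B lists Rps9 among the lowest genes of MARCO-/- in both genotype comparisons. The probe set annotated as Rps9 had 2164 in WT and 2446 in MARCO-/- with PBS, and 1891 and 1847 with LPS. A probe set without a gene symbol in the annotation used was 50.3-fold lower with PBS and 79.4-fold lower with LPS. The paper lists Col1a2 among the highest genes of MARCO-/- with PBS, and the probe set annotated as Col1a2 was at the background on all arrays, while another probe set without a symbol was 55.8-fold higher with PBS and 69.0-fold lower with LPS. The paper states that type II and VII collagens were higher in MARCO-/-, and Col2a1 and Col7a1 were 1.01-fold and 1.16-fold higher, under 2-fold. The paper states that Smad-1, Smad-3 and Smad-4 were enhanced in MARCO-/- DC with PBS, from pathway software, and the transcripts of Smad1, Smad3 and Smad4 were 1.04-fold, 1.09-fold and 1.00-fold apart. By RT-PCR the paper states that LPS induced MARCO in splenic DC. On the arrays Marco fell 2.55-fold with LPS in WT, from 8.05 to 3.15, near the background. By RT-PCR the paper states a decrease of ACTG2, BMP2, CTGF and DCN in resting MARCO-/- DC. On the arrays Bmp2, Ccn2 and Dcn went the opposite way, at 3.26-fold, 2.97-fold and 3.30-fold higher, and Actg2 was at the background (2.70 and 2.98). The paper states an increase of FPR2, ITGB5, COL1A2 and MMP2 by RT-PCR, and Fpr2, Itgb5 and Mmp2 were higher on the arrays as well. By RT-PCR the paper has HDAC5 expressed in WT DC only, and Hdac5 had 17.6 in WT and 14.8 in MARCO-/- with PBS. It also has IL12B induced by agonists preferentially in WT. On the arrays the log2 response of Il12b to LPS was -0.17 in WT and 0.66 in MARCO-/-. The other probe set of Il12b had 0.08 and -0.15. The paper states that the genes of cell movement were higher in MARCO-/- without LPS and higher in WT with LPS. Over the list used here 2 of 45 were higher in MARCO-/- with PBS and 1 was lower, and with LPS 3 were lower and none was higher. The counts past 2-fold go the paper's way, while the median with LPS was 0.21. These counts are small, and Cxcl12, which enters in both conditions, had other probe sets that missed 2-fold in both.

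For the genes of Fig. 2B that are named here, the direction was the paper's for 12 of 13 higher and 13 of 14 lower genes in MARCO-/- with PBS and for 13 of 13 higher and 15 of 15 lower genes with LPS. Past 2-fold in that direction were 11 of 13 higher and 11 of 14 lower genes with PBS. With LPS 10 of 13 higher and 13 of 15 lower genes were. The lower genes with LPS include Rps9, with 1891 in WT and 1847 in MARCO-/-. The folds that the paper's text gives for single genes were within a factor of 1.5 of those here where a gene could be matched. CD16a and CD209 were matched to Fcgr4 and Cd209d by their folds, so for these the agreement follows from the matching. The folds it gives for fibrillin and for a lectin were not compared, since no probe set here could be matched to them.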

Other observations

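The tests on the ratio of the excess of matrix and muscle genes and its random pairing, on Xist, and on the chromosome of Marco were chosen only after the results were seen.

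Genes of cholesterol synthesis were higher with LPS: 8 of 17 rose at least 2-fold in WT and 10 in MARCO-/-, and none fell, with median log2 ratios of 0.99 and 1.91. Idi1, an enzyme of the isoprenoid step, had an intensity of 94.5 with PBS and 779 with LPS in WT, and 48.8 and 683 in MARCO-/-. With PBS the list had a median log2 ratio of -0.36 between MARCO-/- and WT, with no gene past 2-fold. Genes of the unfolded protein and amino acid response rose for 9 of 20 in WT and 10 in MARCO-/-, while 2 fell in WT (Dnajb9 and Herpud1) and none in MARCO-/-. Asns, which encodes asparagine synthetase, went from 4.36 to 108 in WT and from 5.00 to 106 in MARCO-/-. Cth, an enzyme that makes cysteine, rose 2.23-fold in WT and 12.3-fold in MARCO-/-, and with LPS it was 5.19-fold higher in MARCO-/- than in WT.

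Of 27 cell cycle genes, Ccnb2 and Bub1 were at least 2-fold higher in MARCO-/- than in WT with LPS, both under 2-fold after quantile normalization, and another probe set of Bub1 missed 2-fold. With PBS Kif11 was higher in MARCO-/-, although its other probe set missed 2-fold. In 19 genes of glycolysis and hypoxia none passed 2-fold between genotypes, and with LPS 3 rose and 3 fell in WT, among them Pfkfb3, an activator of glycolysis, which rose 4.43-fold. None of 32 ribosomal protein genes and 27 genes of oxidative phosphorylation passed 2-fold in any of the 4 comparisons. Of 13 reference genes, Polr2a was 2.27-fold higher in MARCO-/- than in WT with LPS, and Gusb fell with LPS in both genotypes, although 1 other probe set missed 2-fold in MARCO-/-. Of 16 genes in the region of Marco, Marco itself included, it alone was past 2-fold between genotypes, with PBS, and it was 1.97-fold lower after quantile normalization.

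For genes the paper measured by RT-PCR, the arrays gave the following values. The paper drew its SMAD-regulated genes (Fig. 5) from those differentially expressed in its dataset, so their direction here is not independent evidence. Of 13 of these genes, 10 were higher and 1 lower in MARCO-/- than in WT with PBS, and 8 were lower and none higher with LPS. Among them Dcn, a proteoglycan that binds TGF-β, was 3.30-fold higher with PBS and 18.1-fold lower with LPS, and Ccn2, a matricellular growth factor, 2.97-fold higher and 6.88-fold lower, where the paper's RT-PCR found both decreased in resting MARCO-/- DC. Of 5 genes measured with TLR agonists, Ctse and Fcgr4 were higher in MARCO-/- with PBS and Ctse with LPS, and Hdac5, a histone deacetylase, had 17.6 in WT and 14.8 in MARCO-/- with PBS and 12.0 and 18.3 with LPS. Of 11 immune and inflammatory genes, Ifit1 was 2.83-fold higher and Ccl22 was lower in MARCO-/- with PBS, and none was past 2-fold with LPS. Il1b had 333 in WT and 604 in MARCO-/- with LPS, and Il12b 77.8 and 130.0. With LPS the log2 ratios of the 11 genes lay between -0.54 and 0.86, with a median of 0.10. By RT-PCR the paper found most ratios of MARCO-/- over WT below 1 across the agonists.

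A hypothesis is that the matrix, fibroblast and muscle genes come from outside tissue that is present in different amounts on the MARCO-/- PBS and WT LPS arrays. The excess on the WT LPS array over that on the MARCO-/- PBS array, taken for 35 genes against the other array of each condition, had a median of 3.49, and its upper quartile was 1.44 times its lower quartile. When the excesses were paired at random between the genes, that quartile ratio had a median of 7.44 and was never as small in 10000 pairings. A wide spread is built into random pairing, since the excesses on the MARCO-/- PBS array ran from 2.71 for Mfap5 to 311 for Col3a1. The comparison shows only that genes with a large excess on 1 array had a large excess on the other. It does not bear on a tissue source. The genes had been chosen for being at least 2-fold different in both conditions, and single genes ranged from 1.12 for Mmp2 to 6.83 for Col5a1. A program of the DC themselves that ran at different strength would give shared ratios too, so the test does not part it from tissue. The medians were 3.52 for the collagens, 3.65 for the other matrix genes and 3.39 for the muscle genes. A second hypothesis is that this RNA comes from mice of another sex than the DC. The smaller of the Xist differences was 2.72-fold, with PBS, in the brightest of its probe sets. Its other probe sets missed 2-fold there, and its WT PBS value of 4.73 lay at the background. Eif2s3y of the Y chromosome had 226, 122, 206 and 150.1 on WT PBS, WT LPS, MARCO-/- PBS and MARCO-/- LPS. The values may also come from pools of mixed sex, and the methods state that the control mice were sex-matched, while the sex itself is not given in the sources used here.

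A hypothesis for the genes that differ in the same direction with PBS and with LPS is a chromosome segment of the donor strain kept around the Marco mutation. Of 19 such genes with a known place, 7 (36.8%) lie on the chromosome of Marco (Ctse, Cyb5r1, F11r, LOC664787, Serpinb7, Tmcc2 and Wdfy1, with another probe set under 2-fold for Tmcc2 with LPS and for Wdfy1 with PBS), against 5.78% of 17055 measured genes, which is 6.38 times that share and was reached by 0.01% of random lists. Of 62 genes that go in opposite directions, 7 (11.3%) lie there. The count takes the whole chromosome, and of the genes in the region of Marco none but Marco was past 2-fold with PBS and none with LPS. Where the 7 genes lie relative to Marco was not tested, and neither were variants, so the hypothesis stays open. It also takes the labels of the LPS arrays as given. Nnt, on another chromosome, was 3.20-fold higher in MARCO-/- with PBS and 2.72-fold higher with LPS.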
